# Metabolism and Development during Conidial Germination in Response to a Carbon-Nitrogen-Rich Synthetic or a Natural Source of Nutrition in *Neurospora crassa*

**DOI:** 10.1128/mBio.00192-19

**Published:** 2019-03-26

**Authors:** Zheng Wang, Cristina Miguel-Rojas, Francesc Lopez-Giraldez, Oded Yarden, Frances Trail, Jeffrey P. Townsend

**Keywords:** artificial medium, asexual development, asexual-sexual switch, conidiospore, filamentous fungi, germination, natural medium

## Abstract

Fungal spores germinate and undergo vegetative growth, leading to either asexual or sexual reproductive dispersal. Previous research has indicated that among developmental regulatory genes, expression is conserved across nutritional environments, whereas pathways for carbon and nitrogen metabolism appear highly responsive—perhaps to accommodate differential nutritive processing. To comprehensively investigate conidial germination and the adaptive life history decision-making underlying these two modes of reproduction, we profiled transcription of Neurospora crassa germinating on two media: synthetic Bird medium, designed to promote asexual reproduction; and a natural maple sap medium, on which both asexual reproduction and sexual reproduction manifest. A later start to germination but faster development was observed on synthetic medium. Metabolic genes exhibited altered expression in response to nutrients—at least 34% of the genes in the genome were significantly downregulated during the first two stages of conidial germination on synthetic medium. Knockouts of genes exhibiting differential expression across development altered germination and growth rates, as well as in one case causing abnormal germination. A consensus Bayesian network of these genes indicated especially tight integration of environmental sensing, asexual and sexual development, and nitrogen metabolism on a natural medium, suggesting that in natural environments, a more dynamic and tentative balance of asexual and sexual development may be typical of N. crassa colonies.

## Abstract (precis)

One of the most remarkable successes of life is its ability to flourish in response to temporally and spatially varying environments. Fungi occupy diverse ecosystems, and their sensitivity to these environmental changes often drives major fungal life history decisions, including the major switch from vegetative growth to asexual or sexual reproduction. Spore germination comprises the first and simplest stage of vegetative growth. We examined the dependence of this early life history on the nutritional environment using genome-wide transcriptomics. We demonstrated that for developmental regulatory genes, expression was generally conserved across nutritional environments, whereas metabolic gene expression was highly labile. The level of activation of developmental genes did depend on current nutrient conditions, as did the modularity of metabolic and developmental response network interactions. This knowledge is critical to the development of future technologies that could manipulate fungal growth for medical, agricultural, or industrial purposes.

## INTRODUCTION

Fungi exhibit a diversity of morphology and natural history characteristics and can be found in nearly every environment inhabited by living organisms. Their dispersal via spores—and, in some cases, via hyphal fragments—spawns new opportunities over long distances but also creates unexpected environmental challenges for the initial growth of individual fungi (1–4). Many ascomycetes can produce resistant meiotic spores (ascospores) via sexual reproduction and/or multiple bouts of large numbers of mitotic spores (conidia; 5) via asexual reproduction. Conidia usually lack the thick cell walls or dark pigments that provide resistance against radiation or drought conditions that are characteristic of ascospores. In the typical life cycle of ascomycete fungi, vegetative growth is an adaptive mechanism functioning to maintain asexual reproduction via rapid hyphal growth and production of conidia versus reproducing sexually via production of resistant meiotic spores that survive harsh changes in the environment. Insight into the mechanisms of responses to environmental signals in fungi requires illumination of the genetics and biology of conidial germination—especially illumination of the mechanisms of response that are active during early vegetative growth leading to asexual and/or sexual reproduction.

Neurospora crassa, a model filamentous fungus that flourishes in postfire environments, has long been studied to understand fungal biology and ecology (6, 7). Morphological development during asexual growth in N. crassa has been characterized mainly via gene-by-gene study of specific developmental stages, and genes have been identified that are responsive to external environmental as well as internal environmental factors during N. crassa growth (8–17). Recently, methods of computational annotation of metabolic pathways associated with the N. crassa genome have improved (8, 18–21), incorporating the extensive history of biochemical genetics performed on N. crassa metabolism.

Regulation in response to properties of the environment plays a key role in the fundamental life cycle fork governed by the classic autoregulatory asexual-sexual switch (9, 10). As a general rule for fungi, nitrogen starvation inhibits conidiation and induces sexual development, resulting in slow, robust dispersal, and carbon starvation leads to conidiation and sexual development (11, 12). Nitrogen starvation has long been known to induce or upregulate synthesis of “sexual development genes” (*sdv*), most of which are responsive to mating-type expression, suggesting that fixed nitrogen is one of the key environmental regulators in N. crassa sexual development (13). The effects of carbon starvation on induction of reproduction are also associated with the specific downregulation of expression of a large set of genes (termed “carbon catabolite repression”) (14). Abundant carbon and nitrogen, in contrast, promote asexual growth, resulting in rapid dispersal.

There have been few genetics-of-development studies that have investigated the early stages in conidial germination in N. crassa and none that compared the effects of carbon supply and nitrogen supply (15–17, 20, 22). Conidial germination is rapid and dramatic, constituting a suite of morphological changes that must represent a challenge to regulation in the face of the sparsity of nutrients within the environments that conidia of N. crassa often encounter. Most studies on conidial germination of N. crassa have used standard artificial media, such as Vogel’s medium (23) and Bird medium (24), which contain an abundance of carbon and nitrogen sources that repress sexual development. With results determined on artificial media available as a basis for comparison, it is becoming increasingly feasible to design experiments that illuminate fungal ecology (25). Conclusions based on analysis of cultures on artificial media need to be investigated with nutritional resources approximating the natural environments in which the fungus grows and for which metabolic and developmental pathways have been naturally selected. These natural environments likely contain low concentrations of simple carbohydrates and organic acids. Using artificial Bird medium (BM), which promotes asexual development, as well as a more natural medium, i.e., maple-sap medium (MSM), which supports both asexual and sexual reproduction, we investigated the synchronous metabolic and developmental processes that occur during the germination of N. crassa conidia.

## RESULTS

We collected and compared genome-wide gene expression data associated with fine-scaled morphological differentiation during conidial germination in N. crassa cultured on artificial BM and natural MSM. Developmental differences between conidial germination on BM and conidial germination of MSM were quantified, and differential regulation in gene expression was observed for genes affecting histones and genomic methylation, hyphal development, transcription factors (TFs), and responses to environmental signals. The expression profiles of these genes enabled reconstruction and comparison of regulatory networks and metabolic pathways relevant to development on BM and MSM. Expression profiling led to the identification of genes with knockout (KO) phenotypes relevant to conidial germination and demonstrated differential expression of predicted isoforms in N. crassa, including isoforms of key regulators in the asexual-sexual switch.

### Conidial germination on different media.

Nearly 50% of wild-type conidia germinated within 3 h after plating onto BM and MSM, which are similar in carbohydrate content but dissimilar in nitrogen and mineral content (Fig. 1; see also Table S1 in the supplemental material). Nitrogen content in MSM is too low to be detectable (Table S1), and it is known that low-nitrogen conditions promote sexual development in N. crassa (26). Germination commenced earlier on MSM (20% germination within the first 60 min) when compared to BM (almost no germination within the first 60 min). In contrast, extension of the germ tube and hyphal development were slower on MSM than on BM (Fig. 2). In plate tests, more conidia failed to germinate on MSM (6/60 = 10%) than on BM (3/60 = 5%), but the difference was not statistically significant (Fisher’s exact test, *P = *0.4906). Cultures on MSM started to produce protoperithecia and then perithecia within 10 days after inoculation and yet did so at a visibly lower density than is typically observed on synthetic crossing medium (SCM; 27), a low-nitrogen medium frequently used to induce sexual development in N. crassa (see Fig. S1 in the supplemental material).

**FIG 1:**
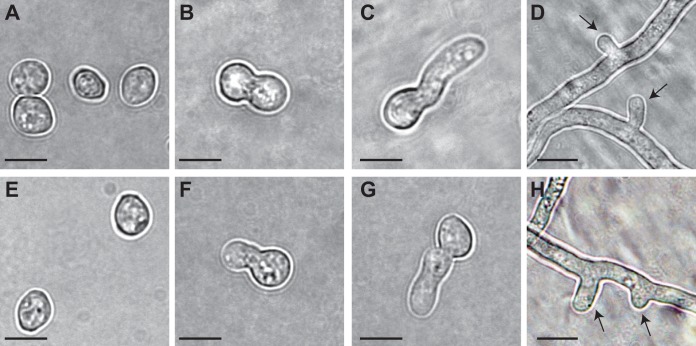
N. crassa asexual spores cultured on BM (A to D) and MSM (E to H) at four distinctive morphological stages of germination, corresponding to (A and E) fresh conidia, (B and F) polar growth, (C and G) doubling of the longest axis, and (D and H) the time of the first hyphal branching. Arrows indicate first hyphal branches. Scale bar, 5 μm.

**FIG 2:**
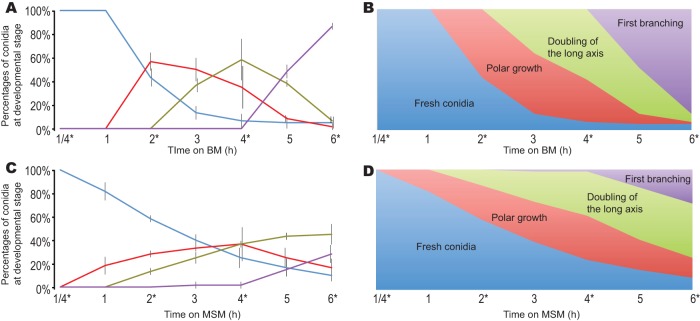
Temporal analysis of growth and development of conidia of N. crassa cultured on BM and MSM. Plated conidia were examined at six time points across the process, enabling sector counts that revealed the (A) proportions and (B) stacked proportions of conidia at serial stages of germination cultured on BM and the (C) proportions and (D) stacked proportions of conidia at serial stages of germination cultured on MSM. Measurements for conidia were color-coded at each stage of germination, including those corresponding to fresh conidia (blue), polar growth (red), doubling of the longest axis (green), and first hyphal branching (purple). An asterisk (*) indicates time points when RNAs were sampled. For staging, germination of 20 randomly selected conidia per plate was monitored; the error bars delineate 1 standard deviation of the mean for three such plates.

10.1128/mBio.00192-19.1 FIG S1 Morphological development of N. crassa in (A to C) 3-day cultures and (D to F) 10-day cultures on (A and D) Bird medium (BM), (MSM) (B and E) maple sap medium, and (C and F) synthetic crossing medium (SCM). Abundant conidia were produced in the 3-day old cultures on (A) BM and (C) SCM. (D) No protoperithecia were detected in the 10-day cultures on BM. (E and F) Protoperithecia were produced in the 10-day cultures on MSM and SCM media (inset). Download FIG S1, PDF file, 2.3 MB. Copyright © 2019 Wang et al. 2019 Wang et al. This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

10.1128/mBio.00192-19.7 TABLE S1 The analytical compositions of BM and MSM. Download Table S1, DOCX file, 0.02 MB. Copyright © 2019 Wang et al. 2019 Wang et al. This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

### Sequencing mRNA during germination of conidia.

Culturing on both BM and MSM, we sampled RNAs from four conidial germination stages: fresh conidia, first polar growth of the germ tube, doubling of the germ tube length, and appearance of the first branch. 

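RNA was sequenced from 24 libraries of a mat A strain germinated on cellophane-covered medium under constant light, with 3 temporally separate biological replicates for each of 8 conditions. The 4 stages correspond to 15, 120, 240 and 360 min, and the same times were used on both media. In the paper these times follow the morphology of spores on BM, so a stage on MSM is here a sampling time. The paper reports an earlier start of germination and slower extension on MSM. Differences between the media therefore cannot be told apart here from differences in developmental timing. Mapped reads per library ran from 41222706 to 90475839 on BM (median 71286774, 12 libraries) and from 38995230 to 89446169 on MSM (median 68446465, 12 libraries). Total reads ran from 42655866 to 94503450 on BM and from 40631212 to 92492577 on MSM, and the deposited levels rest on mapped reads. The authors aligned trimmed reads with TopHat2 2.0.12 to the OR74A genome, tallied uniquely mapped reads over exons with HTSeq 0.6.1p1 and estimated relative levels with LOX. Each of the 2 deposited tables, 1 per medium, gives for every gene a single level per stage, as a ratio to the gene's lowest stage, with the distances to its 95% bounds. The 3 replicates are pooled in these values. Because each level is relative to the gene's lowest stage on the same medium, levels can be compared between stages of a medium but not between the media. For consecutive stages the log2 ratio was computed here with an SE from the widths of the intervals and tested with a two-sided z test, calling a gene at a Bonferroni adjusted p below 0.01. The median SE of a change was 0.032 on BM and 0.029 on MSM from stage 1 to 2. Median changes of all genes were -0.37, 0.42 and -0.30 in log2 for the 3 consecutive steps on BM, and 0.02, -0.04 and 0.15 on MSM. Such a shift, common to most genes, can come from scaling. On the scale of Table S2B the medians on BM were 0.003, 0.040 and -0.084. Its offsets from the deposited changes match the change in mean mapped reads between stages to within 0.000305 in log2. The deposited BM counts below thus carry a difference in depth. Log2 changes of genes are therefore given in the text relative to the median gene of the same step, as the change ± SE. The deposited change is added where its sign differs or where it was not called. Counts of genes are given both as deposited and relative to the median gene. Intervals that mostly reflect counting error may not hold the spread among replicates, and no value per library was used here.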

A total of 40.6 to 94.5 million 76-bp paired-end reads were obtained from each sample (GEO accession no. GSE101412). Levels of total reads and mapped reads from RNA extracted from cultures on BM were slightly higher (6.8% and 7.3%, respectively, on average) than those from cultures on MSM (Table S2A). The average coverage depths were calculated following Illumina guidelines (*C* = *LN*/*G* [*C*, coverage; *G*, haploid genome length; *L*, read length; *N,* number of reads]), yielding 70× to 120× coverage, and the rate at which reads mapped to the genome ranged from 93.7% to 96.6% (Table S2A). 

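On BM 9395 of the 9730 genes in the deposited table had a level above 0 at 1 stage or more, and on MSM 9418. The remaining 335 genes on BM and 312 on MSM are listed at 0 at all 4 stages. Expression could be followed through all 4 stages, with intervals above 0 throughout, for 8773 genes on BM and 8855 on MSM. These include all 63 amino acid biosynthesis genes, all 29 oxidative phosphorylation genes and all 7 cytosolic ribosomal protein genes examined here. The ribosomal proteins, the actin gene act, the histone genes hH3 and hH4-1 and the clock gene frq all belong to this set. The sexual development list reaches 19 testable genes from stage 1 to 2 on BM and 19 on MSM. A level of 0 in these tables says that no level was estimated above 0, which is weaker than absence of the transcript.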

The number of genes for which at least one read mapped to the gene for at least one time point on BM or MSM ranged from 9,167 to 9,202 (Table S2B and C).

10.1128/mBio.00192-19.8 TABLE S2 Analyses of RNAseq data. (A) Summary of transcriptome sequencing (RNA-seq) data and mapping quality. (B) Gene expression levels during conidial germination on BM. (C) Gene expression levels during conidial germination on MSM. Download Table S2, XLSX file, 3.9 MB. Copyright © 2019 Wang et al. 2019 Wang et al. This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

### Transcriptomics profiles during germination of conidia under different nutrient conditions.

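On BM the clock gene frq and the gene app lost transcript in every step, frq by -0.32, -1.61 and -0.68 in log2 relative to the median gene (largest SE 0.012). In app the later steps reached -1.45 ± 0.039 and -2.40 ± 0.090. A fall from stage 1 to 2 followed by a rise in both later steps was seen for the mitochondrial outer membrane gene tob55, at 0.59 ± 0.072 and 1.97 ± 0.045 in the later steps. The peroxisomal gene pex11 followed the same order, at 1.49 ± 0.051 and 0.78 ± 0.027. Among 8773 genes testable in all 3 steps on BM, 1092 (12.4%) were lower in every step as deposited, like frq and app. Like tob55 and pex11, 553 (6.30%) fell and then rose in both later steps. The most frequent order was lower, higher, lower, with 2066 genes (23.5%), but relative to the median gene only 118 genes follow it. Relative to the median gene, 642 genes (7.32%) were lower in every step and 574 (6.54%) fell and then rose. On the same footing 715 (8.15%) rose and then fell, and 682 (7.77%) rose in every step. Genes were sorted by the calls of the z test in each step, so a gene with a wide interval falls out of every pattern named here.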

Two major expression patterns—downregulation across all four stages and upregulation across stages after the second stage of germ tube appearance—can be recognized during conidial germination on BM. In contrast, expression patterns on MSM were more multifarious, with many genes upregulated from germination across stages until first branching event (Table S2B and C). 

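On MSM genes that rose in every step outnumbered those that fell in every step as deposited, but not relative to the median gene. The nitrite reductase gene nit-6 rose by 4.06 ± 0.044, 2.30 and 0.71 in log2 relative to the median gene. The vacuolar ATPase gene vma-13 rose by 2.75 ± 0.045, 1.17 and 0.63, and the proteasome gene rpn-3 by 2.15 ± 0.051, 1.74 and 1.13. The clock gene frq fell in each step (-0.87, -0.86 and -0.93), and so did the chorismate pathway gene aro-7 (-1.07 in the first step and -2.05 in the last). Of 8855 genes testable in all 3 steps, 1449 (16.4%) were higher in every step as deposited, like nit-6, vma-13 and rpn-3, and 1094 (12.4%) lower in every step, like frq and aro-7. Relative to the median gene the 2 groups hold 1219 (13.8%) and 1298 (14.7%) genes. As deposited, stage 1 held the lowest level of 3528 genes on MSM and of 1092 genes on BM, where stages 2 and 4 held the lowest level of 3719 and 3669 genes. On the scale of Table S2B the lowest stage on BM was stage 1 for 2647, stage 2 for 1802 and stage 4 for 3432 genes, so the leading place of stage 2 holds only as deposited.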

Between the initial two stages (fresh conidia and polar growth), a large portion (1,818 genes) of the genome was significantly (Bonferroni adjusted *P < *0.01) downregulated, and these genes are associated with regulation of transcription, DNA binding RNA polymerase II transcription factor activities, and zinc ion binding (Table S2B and C). 

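Among the genes that changed most at the start of germination, the glutathione S-transferase genes gst-1 and gst-4 fell on both media. The glycolytic genes fba and pgk rose on both. Glutathione S-transferase genes were not tested as a group. Between stages 1 and 2 on BM the formate dehydrogenase gene fdh changed by -5.14 ± 0.055 and the peroxisomal beta-oxidation gene fox-2 by -3.01 ± 0.031, in log2 relative to the median gene. The genes gst-1 and gst-4 changed by -2.65 ± 0.018 and -2.51 ± 0.012. On MSM large falls included those of the alternative oxidase gene aod-3 at -4.86 ± 0.025, gst-2 at -4.47 ± 0.017 and gst-1 at -4.24 ± 0.058. The genes fdh and gst-4 were at -3.89 ± 0.043 and -3.12 ± 0.022 on MSM. The genes fba and pgk rose on BM (1.91 ± 0.011 and 1.90 ± 0.015) and on MSM (3.89 ± 0.018 and 3.37 ± 0.028). On BM nit-6 (2.32 ± 0.053) and the sulfate permease gene cys-14 (2.02 ± 0.048) were among the genes that gained most. As deposited, 5493 genes were lower and 726 higher on BM (88.3% of the changed genes lower), but relative to the median gene 2789 were lower and 2698 higher (50.8% lower). Of these genes, 1047 pass from lower to higher. On MSM the same step had 3165 genes lower and 3373 higher as deposited and 3250 and 3267 relative to the median gene. From stage 2 to 3 BM had 1676 lower and 5047 higher genes as deposited (24.9% lower), against 3176 and 3131 relative to the median gene (50.4% lower). MSM had 3077 and 2888 in this step as deposited. In the last step BM had 5041 lower and 965 higher (83.9% lower), against 2409 and 2764 relative to the median gene (46.6% lower). On MSM the last step had 2296 lower and 3947 higher (36.8% lower), against 3025 and 3060 relative to the median gene (49.7% lower). With MSM levels divided by mean mapped reads, a setting added later, this step had 1540 lower and 5037 higher genes. Classes of transcription factors and zinc ion binding genes were not tested here, because the gene reference used carries no product names. The genes named are among those with the largest changes of genes with a symbol, ranked by the bound of the change nearest 0.

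**Figure D1:**
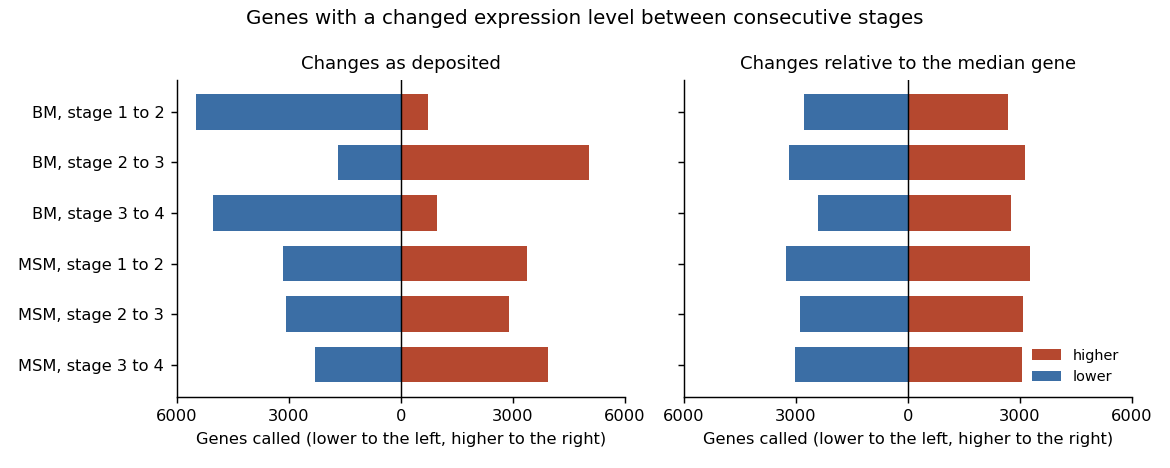
Number of genes called higher (above 0) and lower (below 0) in each step on BM and MSM, counted as deposited and relative to the median gene. Taking changes relative to the median gene balances the directions by construction, while on the scale of Table S2B the last step on BM still has 3139 lower and 2079 higher genes.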

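Genes of amino acid biosynthesis fell on both media as germination advanced, and respiratory genes parted between the media. Of 63 amino acid biosynthesis genes, the step from stage 2 to 3 on BM had 45 lower and 16 higher genes (45 and 17 when adjusted over the list alone). The counts relative to the median gene were 52 lower and 8 higher, with q = 2.6e-12 by Fisher's exact test for the excess of lower genes. Among them his-6 changed by -2.02 ± 0.0053, the cross-pathway control kinase gene cpc-3 by -1.81 ± 0.012 and trp-3 by -1.69 ± 0.0045. On MSM the same list had 57 lower and 4 higher genes (the same when adjusted over the list alone) from stage 2 to 3, with q = 2.4e-18 as deposited. From stage 3 to 4 on MSM it had 60 lower and 3 higher genes (the same when adjusted over the list alone), with q = 1.5e-22 relative to the median gene. In that step lys-3 was at -2.02 ± 0.016 and ilv-2 at -1.90 ± 0.0040. The gene ilv-5 is an exception and rose by 2.15 ± 0.037. The 29 oxidative phosphorylation genes had 29 lower and 0 higher genes (the same when adjusted over the list alone) from stage 3 to 4 on BM as deposited. Relative to the median gene they were 21 lower and 2 higher, with q = 1.3e-05. On MSM all rose in that step, with 0 lower and 29 higher genes (the same when adjusted over the list alone). Their median was 0.74 in log2 above that of all genes, with q = 2.6e-12 relative to the median gene. The complex I genes nuo12.3 (1.27 ± 0.013), nuo21.3b (1.19 ± 0.011) and nuo9.8 (1.19 ± 0.014) led this rise. The 12 nitrogen assimilation genes had 7 lower and 3 higher genes (7 and 4 when adjusted over the list alone) from stage 1 to 2 on BM, but relative to the median gene 10 were higher and 2 lower, with q = 0.0022 (q = 0.22 as deposited). Each list was compared with all other tested genes by Fisher's exact test with Benjamini-Hochberg adjustment over 408 tests. Signaling and cell cycle categories of KEGG were not rebuilt here. The 3 lists named here are symbols chosen before the values were seen, but other lists in the adjustment were picked afterwards.

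**Figure D2:**
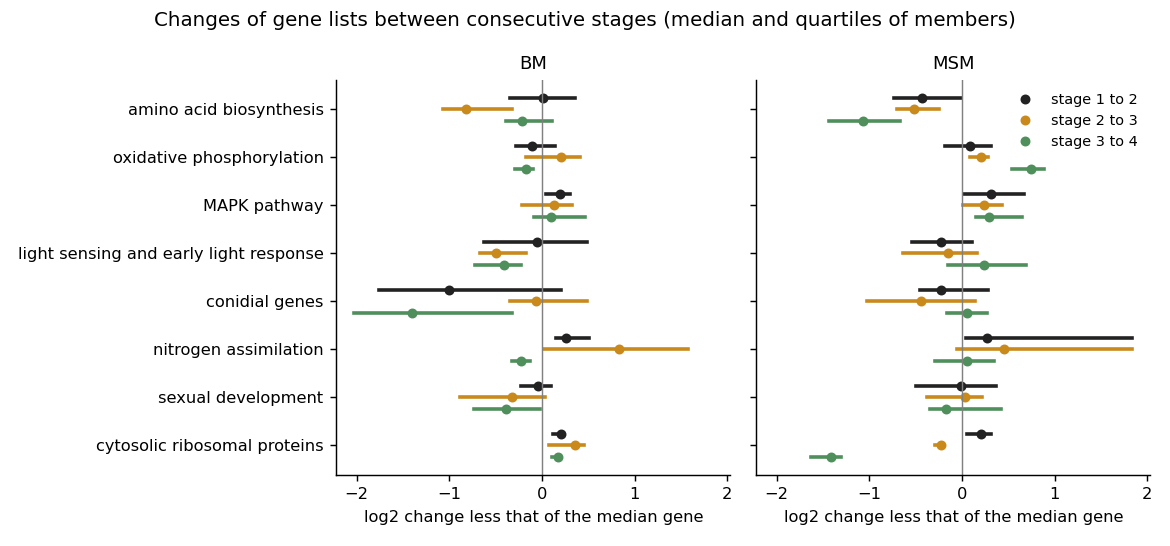
Median and quartiles of the log2 change of list members relative to the median gene, for 8 lists fixed beforehand and the 3 steps on BM (left) and MSM (right). Relative to the median gene the ribosomal and nitrogen lists lie above 0 from stage 1 to 2 on BM, although most of their members are lower as deposited.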

Significant functional enrichment (*P < *0.05) was identified for signaling pathways, cell cycle control, and carbon and nitrogen metabolism as well as for biosynthesis of amino acids both between BM and MSM cultures and across different morphological stages (Table S3A). 

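Between stages 3 and 4 most MAPK pathway genes rose on MSM, and part of the pathway rose on BM as well. The scaffold gene ham-5 of the cell fusion pathway gained 1.07 ± 0.025 on MSM, the fusion regulator gene adv-1 1.03 ± 0.013, the GTPase gene rac-1 0.82 ± 0.0052 and the transcription factor gene pp-1 0.78 ± 0.0072. On BM mek-1 (1.34 ± 0.014), ham-5 (1.29 ± 0.016) and adv-1 (1.07 ± 0.0093) rose in the same step, and the osmosensing kinase gene os-4 fell by 0.53 ± 0.015. Of 21 MAPK pathway genes on MSM, this step had 1 lower and 18 higher genes (1 and 19 when adjusted over the list alone) as deposited and 3 lower and 17 higher relative to the median gene. The excess of higher genes had q = 2.4e-04 by Fisher's exact test against all other genes, relative to the median gene. On BM the list had 12 lower and 7 higher genes (the same when adjusted over the list alone) as deposited, but relative to the median gene 12 genes were higher and 7 lower. The main direction on BM thus turns with the scaling, with q = 0.072 for higher genes relative to the median gene and q = 0.044 as deposited. The list was fixed beforehand from symbols of the pheromone, cell wall and osmosensing cascades and was not matched to the KEGG map.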

Interestingly, mitogen-activated protein kinase (MAPK) signaling pathways were enriched at the last conidial germination stage but showed contrasting regulation patterns between BM and MSM.

10.1128/mBio.00192-19.9 TABLE S3 Functional analyses of selected genes during conidial germination in N. crassa. (A) Results of KEGG functional enrichment analysis for genes classified with stage-specific expression patterns. (B) Functional annotations of genes that were identified for the Bayesian network of asexual-sexual developmental responses to environmental factors during the conidial germination. Download Table S3, DOCX file, 0.05 MB. Copyright © 2019 Wang et al. 2019 Wang et al. This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

### Expression of genes in hyphal development characterized for conidial germination.

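Single genes, gsy-1 and aod-3 among them, took opposite courses on the 2 media at the start. From stage 1 to 2 the glycogen synthase gene gsy-1 (-1.30 ± 0.057 on BM and 2.12 ± 0.050 on MSM) and the gluconeogenic gene fbp-1 (-2.16 ± 0.099 on BM and 1.22 ± 0.047 on MSM) fell on BM and rose on MSM, in log2 relative to the median gene. So did the ergothioneine gene egt-1 (-1.73 ± 0.055 on BM and 1.51 ± 0.043 on MSM) and the superoxide dismutase gene sod-1 (-1.35 ± 0.017 on BM and 1.66 ± 0.019 on MSM). The mitochondrial gene tob55 fell by 1.91 ± 0.065 on BM and rose by 2.32 ± 0.027 on MSM. The reverse was seen for the alternative oxidase genes aod-3 (1.77 ± 0.032 on BM) and aod-1 (0.68 ± 0.025 on BM and -1.47 ± 0.028 on MSM). The NADPH oxidase gene nox-2 (0.62 ± 0.015 on BM and -1.14 ± 0.020 on MSM) and the osmosensing kinase gene nik-2 (0.53 ± 0.013 on BM and -1.45 ± 0.021 on MSM) also rose on BM and fell on MSM. The change from stage 1 to 2 differed between the media for 6272 of 8856 genes. It was higher on MSM for 4885 and lower for 1387 as deposited, but relative to the median gene for 2933 and 2926. From stage 2 to 3 6267 of 8807 genes differed, 1462 higher and 4805 lower on MSM, but 2997 and 2844 relative to the median gene. From stage 3 to 4 6209 of 8773 differed, 4839 higher and 1370 lower on MSM, but 2505 and 2843 relative to the median gene. In the first step 1925 genes were called higher on MSM and lower on BM and 138 the reverse as deposited, while relative to the median gene the classes held 693 and 802 genes. The difference of the log2 changes was tested with the SE of both media combined. The genes named are among those with the largest differences of genes with a symbol that were called in opposite directions, so they show extremes and not a typical gene.

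**Figure D3:**
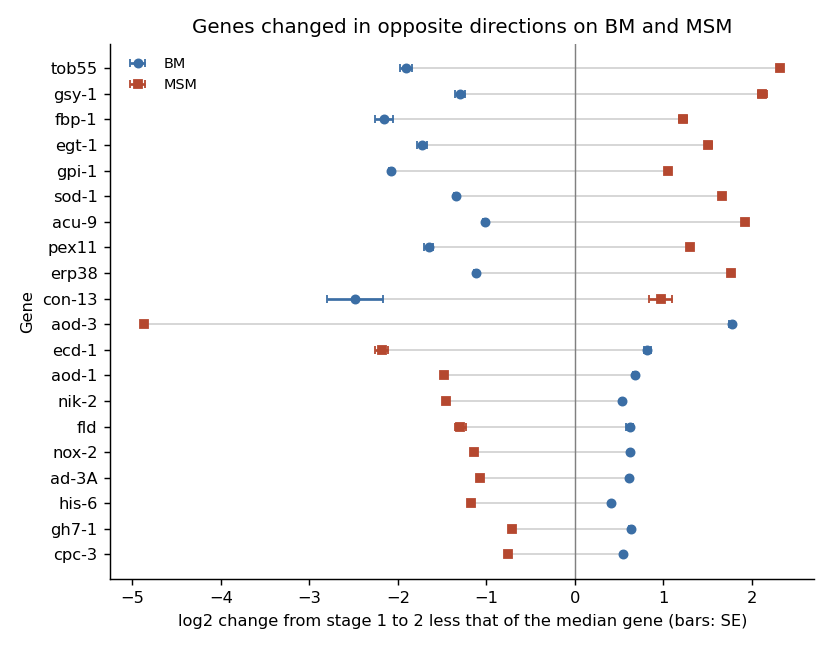
Log2 change from stage 1 to 2 relative to the median gene for 20 genes called in opposite directions on BM (circles) and MSM (squares), with bars of 1 SE. All 20 keep their opposite directions as deposited.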

Nutrition impacts during conidial germination were genome wide, affecting genes involved in development regulation (Fig. 3; see also Fig. S2 and S3). MAPK regulatory networks are known to regulate entry into serial morphological development stages as well as to activate the switch from the asexual phase to the sexual phase of the life cycle (28–31). 

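Kinase genes of the MAPK cascades moved most in the first step on MSM. The fusion kinase gene mak-2 rose by 1.67 ± 0.014 from stage 1 to 2, the cell wall integrity kinase gene mak-1 by 1.32 ± 0.012, mek-2 by 1.27 ± 0.016 and the phosphotransfer gene hpt-1 by 0.91 ± 0.011, in log2 relative to the median gene. The list of 21 MAPK genes had 3 lower and 15 higher genes (the same when adjusted over the list alone) in that step on MSM, with q = 0.0091 by Fisher's exact test relative to the median gene. On BM it had 14 lower and 4 higher genes (15 and 4 when adjusted over the list alone) as deposited, but relative to the median gene 15 genes were higher and 3 lower, with q = 0.0013 (q = 0.25 as deposited). The median size of the change of these genes, of either sign, was 0.24 on BM and 0.40 on MSM from stage 1 to 2, where 14 of 21 changed more on MSM. For all tested genes the sizes in that step were 0.31 on BM and 0.53 on MSM, with 65.5% larger on MSM. The MAPK genes are thus close to all genes in this share. From stage 2 to 3 the MAPK sizes were 0.30 on BM and 0.26 on MSM, with 10 of 21 larger on MSM (42.4% of all genes). From stage 3 to 4 they were 0.28 on BM and 0.29 on MSM, with 11 of 21 (60.3% of all genes). From stage 1 to 4 the MAPK genes changed by 0.50 on BM and 1.18 on MSM (14 of 21 larger on MSM), and all tested genes by 0.75 on BM and 1.05 on MSM (60.5% larger on MSM). Over the whole course as deposited 19 MAPK genes were higher and 2 lower on MSM, and 11 higher and 8 lower on BM. Relative to the median gene the counts were 19 higher and 2 lower on MSM, and 14 higher and 6 lower on BM. The sizes are descriptive, and the 21 genes are a list of symbols set beforehand that was not matched to the KEGG map.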

For 59 genes that were able to be mapped to the MAPK signaling pathway of yeast (KEGG pathways) (32), expression exhibited much greater changes on MSM than on BM (Table S3; see also Table S4). 

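Among MAPK pathway genes that the authors mark in Table S2B, most rose on MSM in each step. The part of Table S2B used here holds its first 1753 genes, with 18 MAPK marks, so the counts are descriptive and starvation genes are not separated from the others. These 18 genes were 3 lower and 12 higher from stage 1 to 2 on MSM, from stage 2 to 3 3 lower and 13 higher and from stage 3 to 4 3 lower and 15 higher as deposited, against 5 lower and 12 higher, 2 lower and 14 higher and 4 lower and 12 higher relative to the median gene. On BM they were 15 lower and 1 higher in the first step as deposited, against 7 lower and 5 higher relative to the median gene, and 3 lower and 13 higher in the next, against 6 lower and 10 higher. In the last step the BM counts were 13 lower and 3 higher as deposited, but 3 lower and 10 higher relative to the median gene. On the scale of Table S2B that step on BM had 7 lower and 7 higher, so its direction depends on the scaling. From stage 1 to 4 on MSM 15 of the 18 were higher when adjusted over the list alone. Two-sided z tests at a Bonferroni adjusted p below 0.01 gave the calls.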

Most (12/15) MAPK pathway genes expressed in response to starvation were significantly upregulated (*P < *0.01) on MSM (Fig. S2).

**FIG 3:**
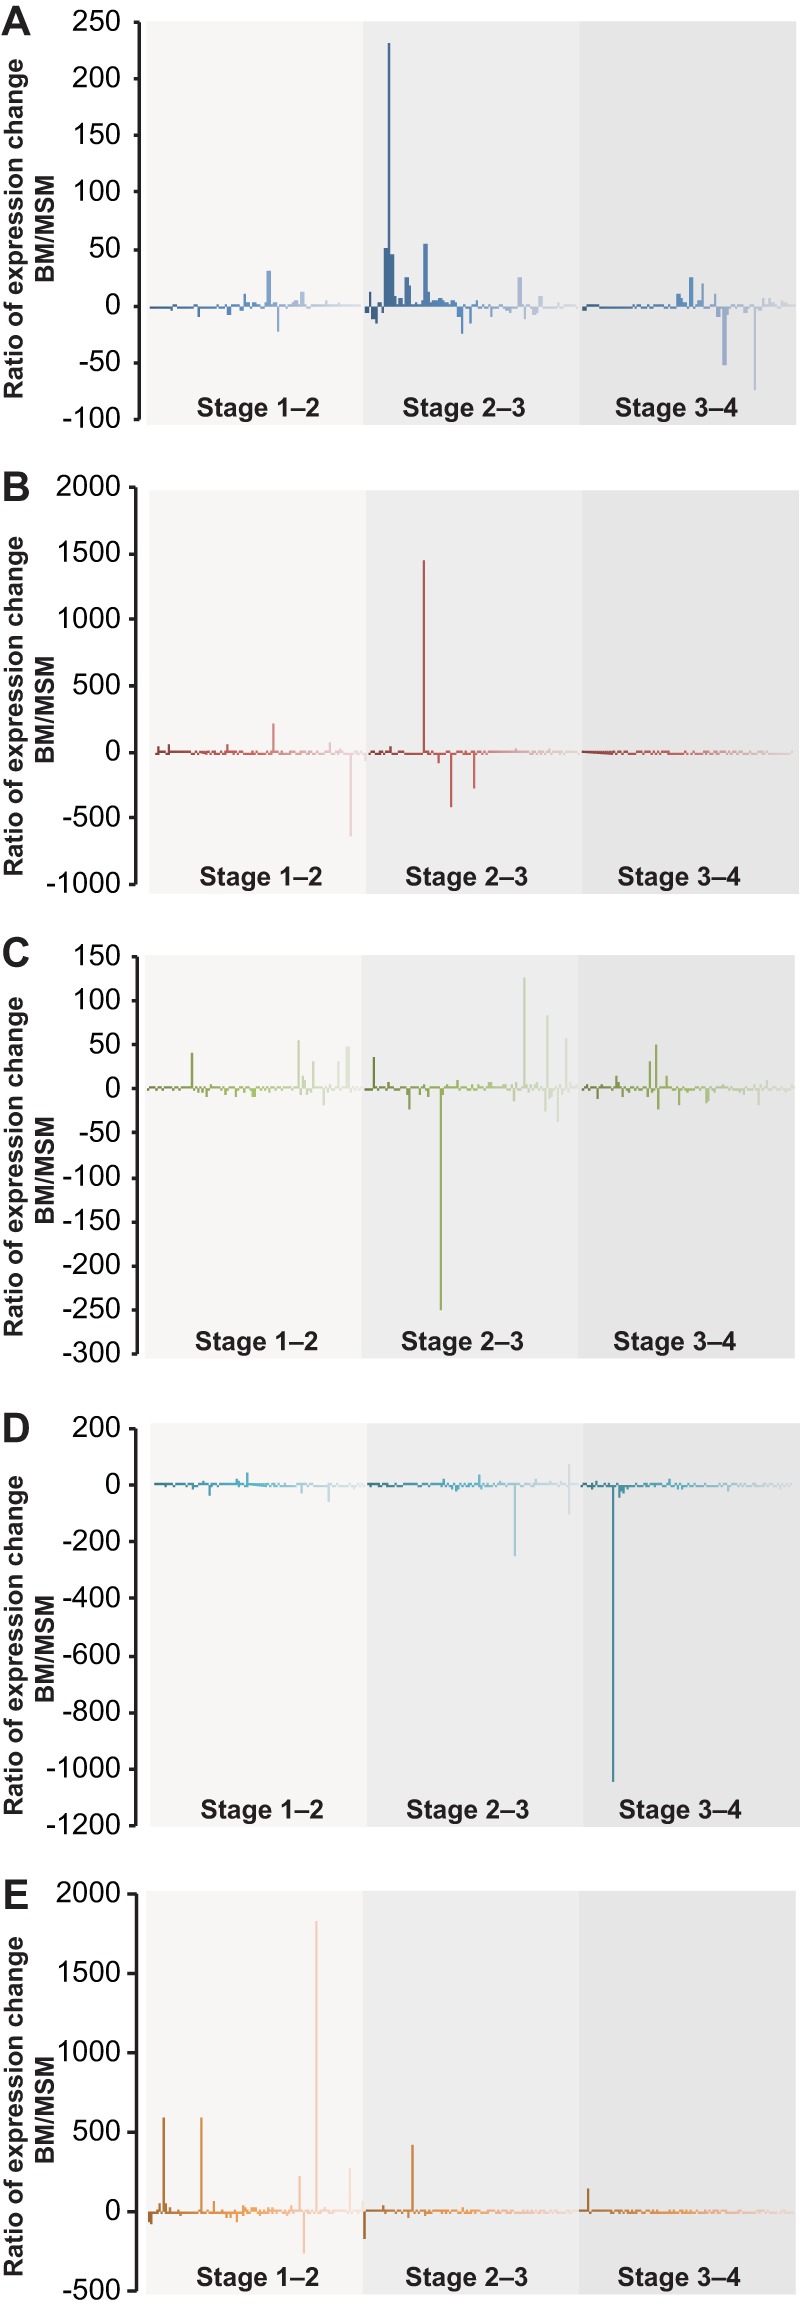
Effects of media on conidial germination are genome-wide, and functional groups differentially respond to BM and MSM during the process. Examples include (A) histone activities and genomic methylation, (B) hyphal development genes annotated as functioning in conidial germination, (C) transcription factors, (D) early light-responsive genes, and (E) late light-responsive genes. Genes within each panel are placed in a single order within each stage, with a diminishing color-shade corresponding to that order. Bars indicate ratios (BM/SM) of gene expression change from stage 1 to stage 2, stage 2 to stage 3, and stage 3 to stage 4.

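The chromatin genes dim-8 and set-7 fell on BM before rising, and rose from the start on MSM. On BM dim-8 changed by -0.71 ± 0.031 from stage 1 to 2, the H3K27 methyltransferase gene set-7 by -0.55 ± 0.054 and the heterochromatin protein gene hpo by -0.40 ± 0.017, in log2 relative to the median gene. Between stages 2 and 3 dim-8 (1.11 ± 0.030), set-7 (1.03 ± 0.050), the H3K9 methyltransferase gene dim-5 (0.78 ± 0.051) and the DNA methyltransferase gene dim-2 (0.74 ± 0.019) rose on BM. On MSM dim-8 (1.01 ± 0.032) and set-7 (0.76 ± 0.050) rose already from stage 1 to 2. Of 10 chromatin genes fixed beforehand, BM had 10 lower and 0 higher genes (the same when adjusted over the list alone) from stage 1 to 2, against 3 lower and 1 higher relative to the median gene. In the next step on BM there were 1 lower and 7 higher genes (2 and 7 when adjusted over the list alone), against 3 lower and 6 higher. On MSM most of the list fell in the first step, with 6 lower and 2 higher genes (6 and 3 when adjusted over the list alone), against 6 lower and 2 higher, and the next had 4 lower and 3 higher genes (5 and 3 when adjusted over the list alone), against 4 lower and 3 higher. The histone gene hH4-1 rose by 1.52 ± 0.0046 from stage 2 to 3 on BM, hH3 by 1.07 ± 0.0029 and hH2B by 1.01 ± 0.0033. On MSM hH4-1 (1.55 ± 0.0043), hH2B (0.99 ± 0.0037) and hH3 (0.75 ± 0.0030) rose from stage 1 to 2. The paper draws ratios between BM and MSM of the stage to stage changes of each group in Fig. 3 and concludes that media act across the genome and that functional groups answer them differently. No enrichment of the chromatin list passed the Benjamini-Hochberg adjustment in these steps, with q = 0.26 by Fisher's exact test for higher genes from stage 2 to 3 on BM relative to the median gene. The core histone genes were picked after values had been seen.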

10.1128/mBio.00192-19.2 FIG S2 Differential expression of MAPK genes between BM and MSM cultures. Download FIG S2, PDF file, 0.1 MB. Copyright © 2019 Wang et al. 2019 Wang et al. This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

10.1128/mBio.00192-19.3 FIG S3 Differential expression of genes involved in hyphal growth between cultures on Bird medium and cultures on maple sap medium, including (A) genes involved in bud emergence and cell polarity, (B) genes involved in bud site selection, (C) genes involved in septins development and regulation, (D) genes involved in syntenic homolog actin-ring formation, (E) genes involved in syntenic homolog formation, (F) genes involved in transport and secretion during hyphal growth, (G) genes involved in morphological growth and hyphal polarity showing infrequent expression regulation in BM and MSM, and (H) genes involved in nitrogen metabolism showing differential expression regulation in BM and MSM. Download FIG S3, PDF file, 0.2 MB. Copyright © 2019 Wang et al. 2019 Wang et al. This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

10.1128/mBio.00192-19.10 TABLE S4 (A) Significant expression changes between stages observed for isoforms in Neurospora crassa during germination of conidia on BM and MSM. (B) Isoforms whose expression results were opposite and significantly different during germination of conidia on BM and on MSM. Download Table S4, XLSX file, 0.1 MB. Copyright © 2019 Wang et al. 2019 Wang et al. This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

Expression of genes associated with hyphal growth exhibited different patterns between BM and MSM (Fig. 4; see also Fig. S3). Genes associated with carotenoid synthesis were upregulated 2-fold to 7-fold on MSM but experienced nearly a 2-h delay in upregulation on BM (Fig. 4A and B). *cot* genes—which have been shown to confer colonial-temperature-sensitive (*cot*) phenotypes (33–37)—were first downregulated and then upregulated during germing tube extension on BM. These genes, excluding *cot-3,* were generally upregulated throughout the process for MSM cultures (Fig. 4C and D). 

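Carotenoid genes rose on MSM but did not rise together. The geranylgeranyl diphosphate synthase gene al-3 rose by 0.98 ± 0.024, 1.36 and 0.60 through the 3 steps on MSM, and ylo-1 by 1.21 ± 0.019, 1.04 and 0.67, in log2 relative to the median gene. The phytoene desaturase gene al-1 did not pass relative to the median gene from stage 1 to 2, at 0.03 ± 0.0087 (0.05 as deposited, called higher), and rose by 0.91 ± 0.0076 and 0.51 ± 0.0055 in the later steps. The phytoene synthase gene al-2 fell first (-0.54 ± 0.016) and then rose (0.78 ± 0.016 and 0.73 ± 0.011). The oxygenase gene cao-2 fell in the first and last steps (-0.32 ± 0.0066 and -0.37 ± 0.0072). On BM al-3 rose from stage 1 to 2 (1.33 ± 0.028) and 2 to 3 (1.15 ± 0.018). The gene al-1 rose by 0.46 ± 0.0089 on BM, was then at -0.40 ± 0.0086 (0.02 as deposited, not called), and fell by 0.56 ± 0.011 in the last step, and al-2 fell in each step (-0.27 ± 0.0097, -0.68 ± 0.012 and -0.29 ± 0.015). The gene ylo-1 was at 0.18 ± 0.029 (-0.19 as deposited) from stage 1 to 2 on BM and rose from stage 2 to 3 by 0.60 ± 0.025. Of the 6 carotenoid genes on BM, 4 were lower and 2 higher from stage 1 to 2 as deposited, against 1 and 4 relative to the median gene. The step from stage 2 to 3 had 2 lower and 2 higher, against 3 and 2, and stage 3 to 4 had 4 lower and 0 higher, against 3 and 1. Counts adjusted over the list alone were 2 lower and 3 higher for stage 2 to 3, and otherwise the same. Of the 6 carotenoid genes on MSM, 2 were lower and 4 higher from stage 1 to 2 as deposited, against 2 and 3 relative to the median gene. Between stages 2 and 3 there were 0 lower and 5 higher, against 0 and 5, and stage 3 to 4 had 1 lower and 5 higher, against 1 and 5. When adjusted over the list alone there were 0 lower and 6 higher for stage 2 to 3, and otherwise the same. Among the cot genes on BM, cot-1 was at 0.11 ± 0.012 (-0.26 as deposited), -0.22 ± 0.011 (0.20 as deposited) and 0.11 ± 0.012 (-0.19 as deposited) in the 3 steps. The gene cot-3 was at 0.10 ± 0.0019 (-0.27 as deposited), -0.17 ± 0.0019 (0.25 as deposited) and 0.19 ± 0.0016 (-0.11 as deposited), so the order of a fall followed by a rise holds for both as deposited and turns over relative to the median gene. Of the 5 cot genes on BM, 4 were lower and 0 higher from stage 1 to 2 as deposited, against 1 and 3 relative to the median gene. Stage 2 to 3 had 0 lower and 4 higher, against 3 and 1, and stage 3 to 4 had 4 lower and 0 higher, against 0 and 4. The counts adjusted over the list alone were 4 lower and 1 higher for stage 3 to 4, and otherwise the same.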

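On MSM the NDR kinase gene cot-1 rose in every step, by 0.75 ± 0.012, 0.25 ± 0.0093 and 0.15 ± 0.0077 in log2 relative to the median gene. The gene cot-5 rose steeply from stage 1 to 2 (1.08 ± 0.044) and 2 to 3 (1.44 ± 0.027) and then fell by 0.39 ± 0.019. The gene cot-2 first fell (-0.21 ± 0.013) and then rose (0.38 ± 0.013), and cot-4 rose from stage 1 to 2 (0.18 ± 0.012) and 2 to 3 (0.38 ± 0.010). The gene cot-3 rose by 0.30 ± 0.0023 and then changed by -0.27 ± 0.0023 and -1.27 ± 0.0042. Of the 5 cot genes on MSM, 1 was lower and 4 higher from stage 1 to 2 as deposited, against 1 and 4 relative to the median gene. The middle step had 1 lower and 4 higher, against 1 and 4, and stage 3 to 4 had 2 lower and 3 higher, against 2 and 2. None of these MSM counts changed when adjusted over the list alone. The change from stage 1 to 2 was greater on MSM than on BM by 0.61 ± 0.017 for cot-1 and 0.68 ± 0.064 for cot-5 after the median difference of all genes was taken off. Each call is a two-sided z test, and the intervals mostly reflect counting error and may not hold the spread among replicates.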

Similar contrasts in expression levels between BM and MSM were also observed for genes related to polarity establishment, chitin synthesis, septation, and budding (Fig. S3A to E). 

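Chitin synthase and glucan remodelling genes went apart between the media. On BM the glucanosyltransferase gene gel-1 fell by 1.64 ± 0.043 from stage 1 to 2, in log2 relative to the median gene. Between stages 2 and 3 gel-4 changed by -1.12 ± 0.011 and the chitin synthase genes chs-1 and chs-5 by -1.04 ± 0.011 and -0.86 ± 0.011. On MSM gel-4 rose by 1.14 ± 0.013 and chs-3 by 0.82 ± 0.022 from stage 1 to 2, and gel-5 (0.88 ± 0.014) and chs-3 (0.63 ± 0.011) rose from stage 3 to 4. Among polarity genes on MSM, the GTPase gene rho-1 rose by 0.80 ± 0.0051 and 0.63 ± 0.0040 in the later steps. Of the 9 cell wall synthesis genes on BM, 7 were lower and 2 higher from stage 1 to 2 as deposited, against 4 and 4 relative to the median gene. The step from stage 2 to 3 had 5 lower and 3 higher, against 5 and 2, and stage 3 to 4 had 7 lower and 0 higher, against 3 and 3. These BM counts were the same when adjusted over the list alone. Of the 9 cell wall synthesis genes on MSM, 2 were lower and 5 higher from stage 1 to 2 as deposited, against 2 and 5 relative to the median gene. Between stages 2 and 3 there were 2 lower and 6 higher, against 2 and 6, and stage 3 to 4 had 0 lower and 8 higher, against 1 and 6. When adjusted over the list alone there were 3 lower and 5 higher for stage 1 to 2, and otherwise the same. From stage 1 to 4, 7 of the 9 were lower on BM and 7 higher on MSM as deposited, and 7 and 6 relative to the median gene. Only 4 polarity genes could be matched (act, rac-1, rho-1 and rho-4), and 4 of them were higher on MSM from stage 1 to 4. Septin and bud site genes of Fig. S3 were not analysed here as a group. No enrichment of the cell wall list passed the adjustment from stage 3 to 4 on MSM, with q = 0.20 by Fisher's exact test relative to the median gene.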

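Several genes of the female and mating pathways lost transcript on BM, and part of them also on MSM. On BM poi-2 changed by -1.38 ± 0.011, -2.14 ± 0.022 and -1.48 ± 0.045 through the 3 steps in log2 relative to the median gene, and the pheromone gene ccg-4 fell from stage 2 to 3 (-2.03 ± 0.035) and 3 to 4 (-0.80 ± 0.056). On MSM ccg-4 rose in every step (0.42 ± 0.035, 0.95 ± 0.027 and 1.55 ± 0.016), the second pheromone gene mfa-1 rose by 2.06 ± 0.040 from stage 3 to 4 and the transcription factor gene kal-1 by 0.93 ± 0.0071 from stage 1 to 2. The regulator gene fsd-1 fell in each step on MSM (-1.20 ± 0.017, -0.55 ± 0.024 and -0.37 ± 0.028). So did poi-2 (-2.38 ± 0.012, -1.57 ± 0.023 and -2.62 ± 0.055) and app (-1.80 ± 0.018, -1.57 ± 0.037 and -2.60 ± 0.086). Of the sexual development genes fixed beforehand on BM, 14 were lower and 1 higher from stage 1 to 2 as deposited, against 6 and 3 relative to the median gene. Stage 2 to 3 had 8 lower and 6 higher, against 11 and 2, and stage 3 to 4 had 13 lower and 1 higher, against 9 and 2. The counts adjusted over the list alone were 8 lower and 8 higher for stage 2 to 3 and 14 lower and 1 higher for stage 3 to 4, and otherwise the same. Of the same genes on MSM, 7 were lower and 5 higher from stage 1 to 2 as deposited, against 7 and 5 relative to the median gene. The middle step had 8 lower and 6 higher, against 7 and 6, and stage 3 to 4 had 6 lower and 7 higher, against 7 and 6. Adjusted over the list alone the counts were 8 lower and 6 higher for stage 1 to 2 and 8 lower and 7 higher for stage 2 to 3, and otherwise the same. From stage 1 to 4, 12 were lower and 2 higher on BM as deposited, with a median of -1.08 against -0.30 for all genes. On MSM 7 were lower and 8 higher over that span as deposited, with a median of 0.31 against 0.13 for all genes. Relative to the median gene 11 were lower and 4 higher on BM, and 7 lower and 7 higher on MSM. Fisher's exact test gave no enrichment on BM from stage 2 to 3 after adjustment, with q = 0.15 for lower genes relative to the median gene.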

Expression of genes required for sexual development was generally downregulated across stages on BM but was upregulated across stages on MSM (Fig. 4E and F).

**FIG 4:**
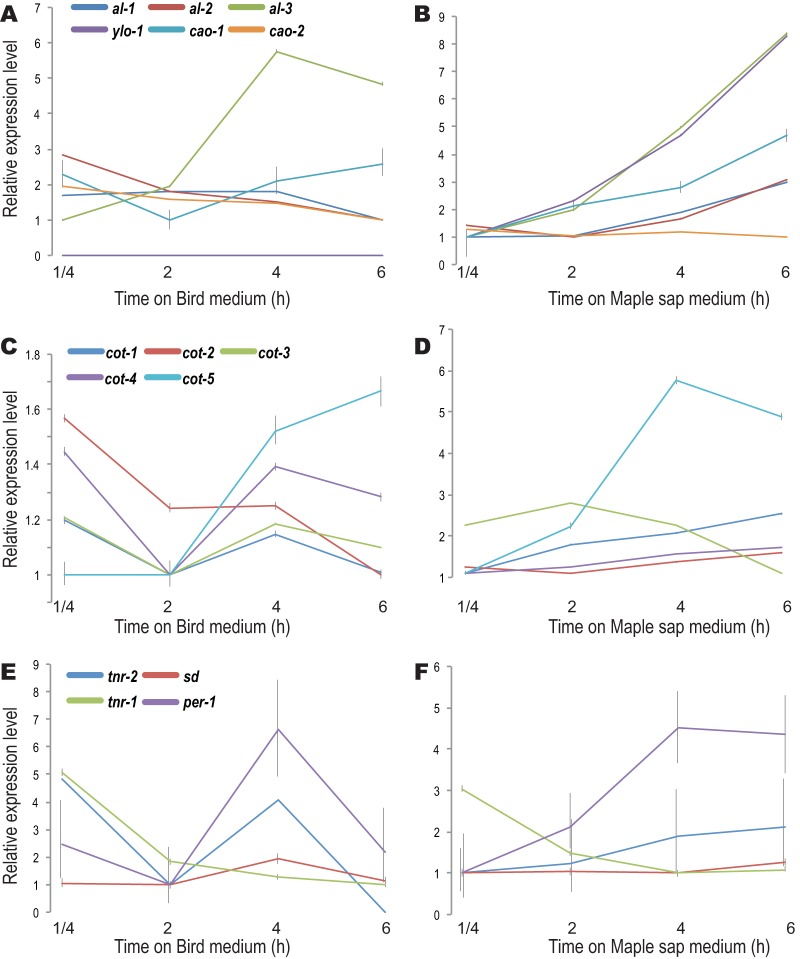
Relative expression levels of genes involved in carotenoid synthesis (pigmentation) pathways in culture on (A) BM and (B) MSM, of colonial temperature-sensitive asexual development genes (*Cot*) in culture on (C) BM and (D) MSM, and of a selection of genes whose expression is required for protoperithecial development in culture on (E) BM and (F) MSM.

### Expression of genes in metabolic pathways characterized for conidial germination.

G-proteins and coupled receptors (*gpr*)—which are known to be critical regulators of fungal responses to carbon and nitrogen nutrition and major regulators of N. crassa development (38–41)—were differentially expressed. Genes *gna-1* and *gpr-4*—which regulate the responses to carbon sources (42)—were highly coordinately downregulated in cultures on BM but showed contrasting results in cultures on MSM, upon which *gna-1* was upregulated (Fig. 5A). 

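The G alpha gene gna-1 fell on BM and rose on MSM after the first step. On BM it changed by -0.35 ± 0.0049 from stage 1 to 2, by -0.32 ± 0.0057 (0.09 as deposited) from stage 2 to 3 and by -0.09 ± 0.0062 from stage 3 to 4, in log2 relative to the median gene. On MSM gna-1 fell by 0.14 ± 0.0052 from stage 1 to 2 and then rose by 0.20 ± 0.0052 and 0.30 ± 0.0044. The carbon sensing receptor gene gpr-4 did not pass relative to the median gene from stage 1 to 2 on BM, at -0.05 ± 0.045 (-0.42 as deposited, called lower), was then at -0.31 ± 0.048 (0.10 as deposited, not called) and fell by 0.40 ± 0.052 in the last step. On MSM gpr-4 did not pass from stage 1 to 2 at -0.06 ± 0.047, fell by 0.54 ± 0.057 from stage 2 to 3 and did not pass from stage 3 to 4 at -0.33 ± 0.068. The signed change of gna-1 on MSM lay above that on BM after the median difference was taken off. The difference was 0.55 ± 0.0077 from stage 2 to 3 and 0.42 ± 0.0077 from stage 3 to 4. Of 11 G protein and receptor genes, BM had 10 lower and 1 higher genes (the same when adjusted over the list alone) from stage 1 to 2, against 5 lower and 2 higher relative to the median gene. MSM had 5 lower and 3 higher genes (the same when adjusted over the list alone), against 5 lower and 3 higher.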

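The receptor gene gpr-5 and the G alpha gene gna-3 fell together on BM in the middle of germination. From stage 2 to 3 gpr-5 changed by -2.40 ± 0.036 and gna-3 by -0.80 ± 0.022, in log2 relative to the median gene, and gna-3 fell again from stage 3 to 4 (-0.30 ± 0.026). The gene gpr-5 was already at -0.52 ± 0.016 from stage 1 to 2. The receptor gene gpr-6 fell from stage 3 to 4 on BM (-0.77 ± 0.014) and did not pass relative to the median gene from stage 1 to 2, at -0.03 ± 0.013 (-0.40 as deposited, called lower). On MSM gpr-6 rose by 1.41 ± 0.015 from stage 2 to 3, gna-3 changed by -0.29 ± 0.017 and -0.35 ± 0.020 and then rose by 0.53 ± 0.020. The gene gpr-5 fell by 2.94 ± 0.052 from stage 1 to 2 on MSM. The 11 G protein and receptor genes had 9 lower and 1 higher genes (the same when adjusted over the list alone) from stage 3 to 4 on BM, against 6 lower and 2 higher relative to the median gene. On MSM they had 0 lower and 8 higher genes (1 and 8 when adjusted over the list alone) in that step, against 0 lower and 8 higher. The intervals mostly reflect counting error and may not hold the spread among replicates.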

Expression levels of *gpr-5* and *gpr-6* and the corresponding potentially coupled gene *gna-3* were highly coordinately downregulated on nitrogen-rich BM (Fig. 5B). Upregulated expression of *gpr-6* and *gna-3* in MSM with extremely low levels of nitrogen invites further investigation of their roles as potential nitrogen sensors in N. crassa.

**FIG 5:**
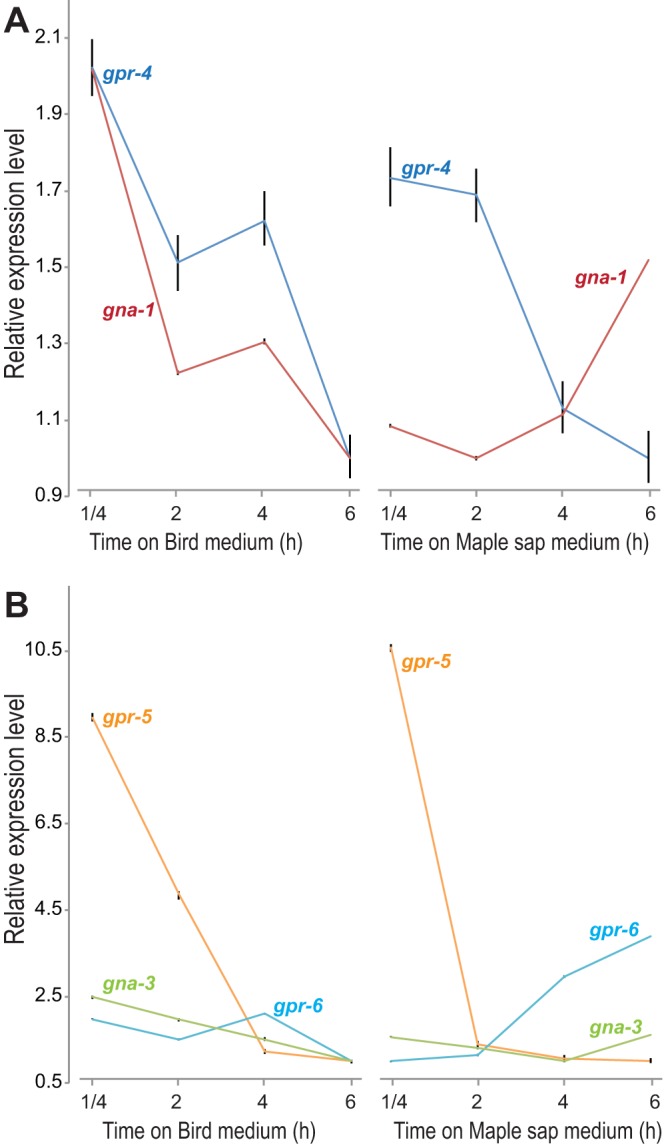
Relative expression levels of G-protein coding genes exhibited differential regulation during conidial germination on BM (left) and on MSM (right), including (A) cAMP signaling genes that regulate responses to carbon sources and (B) expression of genes, including genes *gpr-5* and *gpr-6* and corresponding potential coupled G-protein coding gene *gna-3*, that regulate responses to nitrogen starvation.

Both nitrogen resources and carbon resources are critical for hyphal growth. Consistent with our observation of morphological development differences between BM cultures and MSM cultures, genes regulating polar growth of hyphae exhibited homogeneous regulation under both growth conditions (Fig. S3G). However, the nature of nitrogen metabolism regulation was complex. On nitrogen-deficient MSM, 14 of 17 genes for which homologs are annotated in yeast during nitrogen metabolism (KEGG pathways) were dramatically upregulated, including 51-fold, 81-fold, and 147-fold increases for nitrate transporter-10 (*nit-10*), NCU02361 (formamidase), and *nit-6*, respectively (Fig. S3H). 

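On MSM genes for nitrate, nitrite and amide use climbed throughout germination. From its lowest level at stage 1, nit-10 reached 4.37, 20.9 and 50.8 at stages 2 to 4, as deposited ratios to stage 1. The formamidase gene NCU02361 reached 10.1, 38.4 and 86.7, and nit-6 16.9, 81.2 and 147. The nitrate reductase gene nit-3 rose by 2.15 ± 0.028, 1.95 ± 0.013 and 0.74 ± 0.0063 in log2 relative to the median gene, and the purine gene xdh-1 by 1.79 ± 0.017 from stage 2 to 3. The glutamine synthetase gene gln-2 rose by 1.75 ± 0.0100 from stage 1 to 2. On BM nit-10 was at 0.18 ± 0.027 (-0.19 as deposited) from stage 1 to 2, rose by 2.05 ± 0.021 from stage 2 to 3 and fell by 0.20 ± 0.011 from stage 3 to 4. On the same medium NCU02361 rose by 3.11 ± 0.054 and 0.74 ± 0.014 in the later steps. Of the 12 nitrogen assimilation genes fixed beforehand on MSM, 3 were lower and 9 higher from stage 1 to 2 as deposited, against 3 and 9 relative to the median gene. The step from stage 2 to 3 had 4 lower and 8 higher, against 4 and 8, and stage 3 to 4 had 4 lower and 7 higher, against 5 and 6. These MSM counts were the same when adjusted over the list alone. Over the whole course from stage 1 to 4, 10 of the 12 were higher on MSM and 2 lower as deposited, and 6 higher and 5 lower on BM. Relative to the median gene 8 were higher and 2 lower on MSM, and 7 higher and 5 lower on BM. The excess of higher genes on MSM from stage 1 to 2 gave q = 0.057 by Fisher's exact test relative to the median gene.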

As sucrose is the dominant carbon source in MSM, we observed stably high expression of the invertase gene (*inv*; NCU04265) during the first two stages of conidial germination on MSM but abrupt downregulation in expression of this gene on BM.

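The invertase gene inv, on chromosome V at 5424497 to 5426871 of NC12, stayed near its starting level on MSM through stage 2 and lost most of its transcript later. On MSM its deposited level was 5.06 at stage 1, 4.81 at stage 2, 1.00 at stage 3 and 1.27 at stage 4, relative to its lowest stage. In log2 relative to the median gene, inv changed on MSM by -0.09 ± 0.0046 from stage 1 to 2, by -2.23 ± 0.0084 from stage 2 to 3 and by 0.19 ± 0.011 from stage 3 to 4. On BM the gene changed by -1.74 ± 0.0069, -3.67 ± 0.023 and -0.43 ± 0.039 in the same steps. After the median difference of all genes was taken off, inv fell less on MSM than on BM by 1.62 ± 0.0083 from stage 1 to 2. From stage 2 to 3 it fell less on MSM by 1.48 ± 0.025. Levels on the 2 media are each relative to the lowest stage of that medium, so the data do not say on which medium inv is more abundant.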

### Expression of transcription factors in conidial germination.

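In the part of Table S2B used here, which holds its first 1753 genes, the authors mark 19 transcription factors. As deposited on BM, 4 of these 19 transcription factors were lower in all 3 steps, 10 had their lowest level at stage 4 and 5 at stage 2. Over all genes on BM, stage 2 was lowest for 3719 as deposited but for 1802 on the scale of Table S2B. On MSM 10 of the transcription factors were lowest at stage 1 and 7 at stage 4, and 1 was lower in all 3 steps, also as deposited. The transcription factors on BM were 13 lower and 5 higher from stage 1 to 2 as deposited, but 6 lower and 6 higher relative to the median gene. In the next step they were 7 lower and 7 higher, against 11 lower and 6 higher. From stage 3 to 4 they were 12 lower and 1 higher, but 5 lower and 6 higher relative to the median gene. On the scale of Table S2B the last step on BM had 6 lower and 4 higher. On MSM they were 5 lower and 11 higher, 9 lower and 4 higher and 3 lower and 9 higher as deposited, against 5 lower and 11 higher, 7 lower and 6 higher and 6 lower and 8 higher relative to the median gene, so in the middle step the lead of lower genes shrinks. Adjusted over the list alone, 11 were lower and 6 higher from stage 1 to 4 on BM. The counts are descriptive, since 19 marks are a part of the factors the authors profiled.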

Two expression patterns were commonly observed for TFs in culture on BM; 48 TFs were steadily downregulated, exhibiting lowest expression at the last stage of development, and 36 exhibited their lowest expression at the second stage (polar growth). Expression of these TFs showed various expression patterns for MSM cultures. The TFs regulating both basal hyphal growth and asexual development showed similar downregulated expression patterns in RNAs obtained from cultures grown under both nutrient conditions. The exceptional transcription factors were *tah-1* (tall aerial hyphae) and *tah-4*, which were both significantly upregulated in both BM and MSM cultures. 

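The tall aerial hyphae gene tah-1 rose throughout germination on both media. On BM it gained 0.61 ± 0.049, 0.96 ± 0.039 and 0.52 ± 0.023 in the 3 steps, and on MSM 1.21 ± 0.036, 0.39 ± 0.024 and 0.31 ± 0.019, in log2 relative to the median gene. The gene tah-4 rose on MSM by 1.16 ± 0.11, 0.92 ± 0.074 and 1.13 ± 0.046. On BM tah-4 was at -0.30 ± 0.11 (-0.68 as deposited, called lower) from stage 1 to 2, which did not pass relative to the median gene, rose by 0.73 ± 0.10 from stage 2 to 3 and was at 0.46 ± 0.073 (0.16 as deposited, not called) in the last step. In the first step tah-4 gained more on MSM than on BM by 1.43 ± 0.16, and tah-1 by 0.57 ± 0.061, after the median difference was taken off. The calls rest on two-sided z tests over all tested genes.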

Among the 100 TFs profiled (Table S2B and C), some regulate both asexual development and sexual development (30, 43–45). Expression of *sub-1*, a key regulator in the asexual-sexual switch (45, 46), exhibited contrasting patterns of regulation between nutrient conditions: significant upregulation across stages on sexual development inducing MSM and significant downregulation across stages on nitrogen-rich BM.

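The regulator gene NCU01154 rose in every step on MSM, by 0.18 ± 0.011, 0.21 ± 0.0098 and 0.39 ± 0.0085 in log2 relative to the median gene. On BM this gene changed by -0.49 ± 0.010 from stage 2 to 3 and by -0.46 ± 0.013 from stage 3 to 4. In the first step on BM it did not pass relative to the median gene, at -0.04 ± 0.0096 (-0.41 as deposited, called lower). The signed change on MSM lay above that on BM by 0.20 ± 0.014, 0.73 ± 0.014 and 0.88 ± 0.015 in the 3 steps after the median difference was taken off. NCU01154 carries the symbol sub-1 in the gene reference used here, while the paper writes this identifier beside sub-3 in its isoform results. The two-sided z test with its SE from pooled intervals gave these calls.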

### Expression of genes in response to environmental signals during conidial germination.

Many genes that exhibit early light-regulated responses (ELRGs [47]) were upregulated from germination to the first hyphal branching on MSM but were downregulated during the same stages on BM (Fig. S4A). For example, NCU01258 (*cyn-1*) encodes cyanate lyase in nitrogen metabolism and exhibited contrasting expression patterns between the cultures on nitrogen-rich BM and cultures on nitrogen-poor MSM. 

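Early light-regulated genes moved with the medium late in germination. The flavin gene bli-3 fell by 1.49 ± 0.038 from stage 1 to 2 on BM and rose by 1.72 ± 0.023 from stage 3 to 4 on MSM, in log2 relative to the median gene. The conidiation gene con-10 fell by 2.15 ± 0.032 on BM and rose by 1.25 ± 0.0099 on MSM from stage 3 to 4. The cryptochrome gene cry fell by 1.72 ± 0.0086 from stage 2 to 3 on BM. The part of Table S2B used here holds 30 marked early light-regulated genes. On MSM these were 12 lower and 15 higher, 10 lower and 14 higher and 6 lower and 24 higher in the 3 steps as deposited, against 13 lower and 14 higher, 9 lower and 15 higher and 7 lower and 22 higher relative to the median gene. On BM the early light genes were 24 lower and 5 higher in the first step as deposited, against 14 lower and 11 higher relative to the median gene. They were 16 lower and 13 higher in the next, against 19 lower and 11 higher. In the last step they were 21 lower and 3 higher, against 12 lower and 12 higher. On the scale of Table S2B the last step on BM had 15 lower and 7 higher. Adjusted over the list alone, 20 were lower and 7 higher from stage 1 to 4 on BM, and 17 higher and 11 lower on MSM. A separate list of 22 light sensing genes fixed beforehand had 20 lower and 1 higher genes (21 and 1 when adjusted over the list alone) from stage 3 to 4 on BM. Relative to the median gene 18 lower and 2 higher were counted, with q = 6.1e-06 by Fisher's exact test for lower genes. On MSM the light list had 4 lower and 14 higher genes (5 and 15 when adjusted over the list alone) in that step, against 9 lower and 13 higher relative to the median gene. Marks in the rest of Table S2B were not used here.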

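The cyanate lyase gene cyn-1 (NCU01258) fell on BM in every step, by -2.62 ± 0.019, -1.65 ± 0.035 and -0.28 ± 0.048 in log2 relative to the median gene. On MSM it first changed by -0.92 ± 0.014 and -0.27 ± 0.017 and then rose by 3.48 ± 0.013 between stages 3 and 4. After the median difference of all genes was taken off, cyn-1 fell less on MSM than on BM by 1.67 ± 0.023 from stage 1 to 2. From stage 3 to 4 its signed change on MSM lay above that on BM by 3.80 ± 0.049. On MSM the deposited level of cyn-1 was 2.31, 1.24, 1.00 and 12.4 at the 4 stages, so the gain on this medium belongs to the last step alone. The intervals mostly reflect counting error and may not hold the spread among replicates.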

Upregulation of *cyn-1* indicates that the fungus had turned to complex compounds such as cyanate as an alternative nitrogen supply in MSM. Late light-regulated genes (LLRGs [47]) were generally upregulated during germ tube extension and hyphal growth (Fig. S4B). However, there was a dramatic downregulation of these genes before the appearance of germ tubes in conidia germinated on BM, including a nearly 70-fold drop for the *inv* gene (invertase; NCU04265), which catalyzes degradation of sucrose to glucose.

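Most of the marked late light-regulated genes gained transcript on MSM during germ tube growth. Of the marked genes, NCU01768 rose by 2.48 ± 0.045, 1.36 ± 0.019 and 0.91 ± 0.0098 in the 3 steps on MSM, in log2 relative to the median gene. On BM it rose by 0.99 ± 0.027 and 0.91 ± 0.017 in the later 2 steps, and it was chosen after its values were seen. The part of Table S2B used here holds 27 marked late light-regulated genes. On MSM these late light genes were 5 lower and 15 higher, 7 lower and 13 higher and 2 lower and 24 higher in the 3 steps as deposited, against 6 lower and 15 higher, 7 lower and 14 higher and 2 lower and 21 higher relative to the median gene. On BM the late light genes were 2 lower and 22 higher from stage 2 to 3 as deposited, against 5 lower and 14 higher relative to the median gene. In the last step they were 15 lower and 5 higher as deposited but 6 lower and 14 higher relative to the median gene. On the scale of Table S2B the last step on BM had 8 lower and 10 higher. Adjusted over the list alone, 24 of the 27 were higher and 3 lower from stage 1 to 4 on MSM, and 8 higher and 17 lower on BM. The counts describe the marked genes held and were not tested as a set.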

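On BM most of the marked late light-regulated genes fell before germ tubes appeared. NCU00299 changed by -2.93 ± 0.065 and NCU01768 by -2.22 ± 0.025 from stage 1 to 2, in log2 relative to the median gene, and both were chosen after their values were seen. Of the 27 marked late light genes held here, 21 lower and 2 higher genes were called on BM in this step as deposited, and 19 lower and 3 higher relative to the median gene. The invertase gene inv fell 4.33-fold from stage 1 to 2 on BM and 68.8-fold from stage 1 to 4, as deposited. On MSM the same late light genes were 6 lower and 15 higher from stage 1 to 2 relative to the median gene. The folds are ratios of deposited levels within the BM table.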

10.1128/mBio.00192-19.4 FIG S4 (A) Expression of early light-responsive genes (ELRGs) was generally downregulated in cultures on BM and MSM during the first two stages of conidial germination. (B) Expression of late light-responsive genes (LLRGs) was generally downregulated in cultures on BM but upregulated in cultures on MSM. Download FIG S4, PDF file, 0.1 MB. Copyright © 2019 Wang et al. 2019 Wang et al. This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

### Coordinated metabolic and developmental networks during conidial germination.

Key genes annotated in nitrogen metabolism, conidial germination, and the asexual-sexual switch were investigated for their associations in Bayesian coexpression networks (Fig. 6; see also Table S3B). 

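Conidiation and colonial growth genes that enter the network changed in different ways on the 2 media. The gene con-13 fell by 2.49 ± 0.32 from stage 1 to 2 on BM, and on MSM it rose by 0.97 ± 0.13 and then fell by 3.19 ± 0.29, in log2 relative to the median gene. On BM cot-5 was at 0.37 ± 0.046 (0.00 as deposited, not called) in the first step and at 0.43 ± 0.034 (0.13 as deposited, not called) in the last. The gene cot-2 did not pass relative to the median gene in the first step on BM, at 0.03 ± 0.012 (-0.34 as deposited, called lower). The 15 network genes had 9 lower and 2 higher genes (9 and 3 when adjusted over the list alone) on BM from stage 1 to 2, against 4 lower and 7 higher relative to the median gene. On MSM the network genes had 3 lower and 9 higher genes (the same when adjusted over the list alone), against 3 lower and 9 higher. Associations between genes were not tested, because 3 changes per gene and medium are too few, and con-8 is not reported because its identifiers differ between sources.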

Associations among genes associated with asexual development, including conidiation genes *con-8* and *con-13* and genes *cot-2*, *cot-1*, and *cot-5* regulating asexual growth and development, were conserved between cultures on BM and MSM. 

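The opsin gene nop-1 fell on BM and the transcription factor gene pp-1 rose on MSM. On BM nop-1 fell by 1.21 ± 0.047 in the first step, was at -0.56 ± 0.065 (-0.14 as deposited, not called) in the next and fell by 0.82 ± 0.086 in the last, in log2 relative to the median gene. On MSM nop-1 changed by -0.50 ± 0.040 and -0.23 ± 0.045 before rising by 0.31 ± 0.044. The phytochrome gene phy-2 rose by 1.29 ± 0.071 and then fell by 1.75 ± 0.085 on BM. The naphthalene reductase gene tnr-1 fell from stage 1 to 2 on BM (-1.10 ± 0.049) and MSM (-1.05 ± 0.038), and again from stage 2 to 3 on BM (-0.95 ± 0.072) and MSM (-0.53 ± 0.056). The gene pp-1 rose on MSM by 0.45 ± 0.011 and 0.30 ± 0.0093 in the first 2 steps. On BM pp-1 did not pass relative to the median gene from stage 1 to 2, at 0.03 ± 0.013 (-0.34 as deposited, called lower), and was at 0.30 ± 0.012 (0.00 as deposited, not called) from stage 3 to 4. For per-1 no step passed on either medium, with -0.93 ± 0.86 on BM and 1.06 ± 0.48 on MSM from stage 1 to 2. The 15 network genes had 9 lower and 0 higher genes (11 and 1 when adjusted over the list alone) from stage 3 to 4 on BM, against 4 lower and 5 higher relative to the median gene. On MSM they had 2 lower and 8 higher genes (3 and 9 when adjusted over the list alone) in that step, against 3 lower and 7 higher. Conserved association was not tested with 3 changes per gene.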

Associations among genes playing roles in the initiation of sexual development, including light sensor genes *nop-1* and *phy-2* as well as genes *per-1*, *pp-1*, *sd*, and *tnr-1*, were also conserved between the two cultural conditions. 

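The nitrite and nitrate reductase genes nit-6 and nit-3 rose on BM up to stage 3 and fell slightly afterwards. The gene nit-6 rose by 3.39 ± 0.027 from stage 2 to 3 and changed by -0.14 ± 0.0070 from stage 3 to 4, in log2 relative to the median gene. The gene nit-3 was at 0.49 ± 0.034 (0.12 as deposited, not called) in the first step, rose by 2.92 ± 0.024 in the next and then fell by 0.30 ± 0.0091. The glutamine synthetase gene gln-2 rose by 1.43 ± 0.016 from stage 2 to 3. Over the same steps cot-2 was at -0.40 ± 0.014 (0.01 as deposited, not called) from stage 2 to 3, and cot-4 at -0.16 ± 0.013 and 0.18 ± 0.011 (-0.12 as deposited) from stage 1 to 2 and 3 to 4. The 12 nitrogen assimilation genes on BM had 2 lower and 10 higher genes (the same when adjusted over the list alone) from stage 2 to 3. Fisher's exact test for higher genes gave q = 0.036 relative to the median gene, but q = 0.25 as deposited and q = 0.063 on the scale of Table S2B. From stage 3 to 4 there were 12 lower and 0 higher genes (the same when adjusted over the list alone), against 10 lower and 1 higher relative to the median gene, with q = 0.0011 for lower genes. Whether nit and cot genes form separate modules was not tested, since the pooled values give 3 changes per gene.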

For cultures on nitrogen-rich BM, however, the asexual development subnetwork (*cot* genes) and nitrogen transport subnetwork (*nit* genes) were tightly modular. For cultures grown on nitrogen-poor MSM, which facilitates entry into both asexual development and sexual development, the asexual and sexual initiation modules were distinct but appeared less hierarchically organized, and the nitrogen metabolism genes were integrated with the developmental pathways much more extensively than with each other. For cultures on BM, the sexual development initiation subnetwork was positioned downstream, perhaps being responsive to expression regulation within the asexual development subnetwork—specifically, with respect to nitrogen metabolism. For cultures on MSM, the sexual development initiation subnetwork was located further upstream and was more integral to nitrogen transporter expression than on BM.

**FIG 6:**
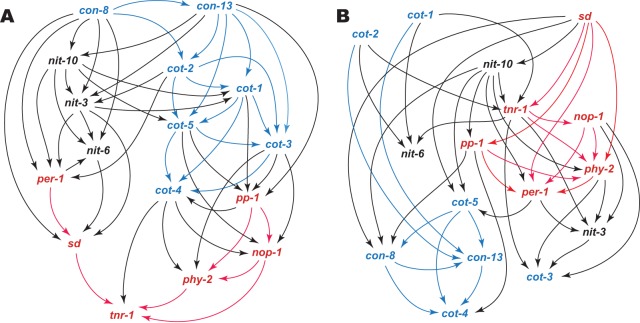
Bayesian networks of expression regulation show associations (corresponding to arrows indicating directed edges) among genes involved in nitrogen metabolism (black), asexual growth and reproduction (blue), and light-regulated sexual development (red) during conidial germination and early hyphal growth (A) on BM and (B) on MSM.

### Alternative splicing.

By analysis of our paired-end sequencing data, we differentiated among the expression results determined for isoforms of 898 predominantly metabolic genes that have been annotated with at least two isoforms (http://genome.jgi.doe.gov/Neucr2/) (Table S4A). Isoforms of 21 genes exhibited differential expression patterns between BM and MSM cultures, especially during early germination from stage 1 to stage 2 (Table S4B). Among the 17 isoforms that exhibited a significant (*P < *0.01) expression change for cultures on both media, isoforms of essential sexual reproduction gene *sub-3* (submerged protoperithecia-3; NCU01154T1) exhibited 2-fold downregulation on BM but 2.5-fold upregulation on MSM.

### Knockout phenotypes during conidial germination.

A total of 195 genes exhibited statistically (*P < *0.05) and biologically (>5-fold) significant differences between the two media in comparisons of data obtained from similar time points or across the conidial germination process. Among these genes, 144 knockout strains (43) were available from the Fungal Genetic Stock Center (FGSC [48]) for phenotypic investigation. 

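Differences of more than 5-fold between the media touched 754 genes in at least 1 step at an unadjusted p below 0.05. They include the alternative oxidase gene aod-3 from stage 1 to 2, where the change on MSM differed by -6.66 ± 0.041 in log2 after the median difference of all genes was taken off. For tob55, gsy-1 and egt-1 it differed by 4.19 ± 0.070, 3.39 ± 0.075 and 3.21 ± 0.070, the change on MSM being higher. The formate dehydrogenase gene fdh differed by 4.38 ± 0.082 from stage 3 to 4, and cyn-1 differed by more than 5-fold in that step as well. By step 425, 238 and 231 genes passed. Relative to the median gene 618 genes passed, and with a Bonferroni adjusted p below 0.01 in place of the unadjusted p 581. Of the 20 genes with the largest opposite changes, such as pex11, con-13 and sod-1, all keep their directions on both scales. They were picked as extremes, so this is no test of the scale. Comparisons at a single time point between the media were not made, because levels in the 2 tables have no common reference.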

In comparisons of wild-type strains with matched mating-type gene knockouts, we observed altered phenotypes in 22 of the knockout strains (Fig. 7; see also Fig. S5). 

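Several of the annotated genes with a knockout phenotype changed in opposite ways on the 2 media. Between stages 1 and 2 the L-galactonate dehydratase gene NCU07064 fell by 1.94 ± 0.18 on BM and rose by 1.24 ± 0.080 on MSM, in log2 relative to the median gene. The nicotianamine synthase gene NCU09855 rose by 2.08 ± 0.065 on BM and fell by 1.97 ± 0.15 on MSM. The metallo-beta-lactamase gene NCU07044 fell in each step on BM (-0.36 ± 0.0030, -2.50 ± 0.0065 and -1.60 ± 0.016) and on MSM (-4.51 ± 0.025, -2.11 ± 0.054 and -0.88 ± 0.078). On BM NCU09855 then changed by -3.88 ± 0.13 and -2.06 ± 0.33. Glycogen synthase (gsy-1) and ergothioneine (egt-1) genes belong to the same list. Of the 15 listed genes on BM, 10 were lower and 3 higher from stage 1 to 2 as deposited, against 8 and 3 relative to the median gene. Between stages 2 and 3 there were 5 lower and 7 higher, against 5 and 6, and stage 3 to 4 had 7 lower and 3 higher, against 5 and 4. When adjusted over the list alone there were 11 lower and 3 higher for stage 1 to 2 and 5 lower and 8 higher for stage 2 to 3, and otherwise the same. Of the 15 listed genes on MSM, 5 were lower and 8 higher from stage 1 to 2 as deposited, against 5 and 7 relative to the median gene. Stage 2 to 3 had 4 lower and 6 higher, against 4 and 6, and stage 3 to 4 had 4 lower and 7 higher, against 4 and 7. The same numbers on MSM came out when adjusted over the list alone. The authors picked these genes for expression differences in the same samples, so such differences are expected by selection, and phenotypes were not analysed here.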

Of the 22, only 13 genes are functionally annotated (Table 1). Generally, upregulation of expression was consistent with the time of function. For example, expression of a hypothetical protein was detected only in the early stages of germination, and the knockout of the corresponding gene—NCU07801 (*idler*)—resulted in significantly delayed germination and slower hyphal growth. 

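The hypothetical protein gene idler (NCU07801) is listed above 0 only at stage 1 on BM and at stages 1 and 2 on MSM. Its intervals are very wide: on BM the level of 1.00 at stage 1 has bounds of 0.0352 and 1759, and on MSM the level of 3.04 at stage 2 has bounds of 0.111 and 2574. On MSM its log2 change from stage 1 to 2 was 1.58 ± 5.2 relative to the median gene, which did not pass the test. At the later stages idler is listed at 0 on both media, which cannot be tested with these values. Bounds this wide may come from very few reads, but read tallies were not examined here. Early presence thus rests on the listed levels and not on a test.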

In another example, one knockout exhibited a novel phenotype of spore elongation, in which conidiophores extended their long axis to form a dumbbell-like structure (NCU08095; *cdg* [conidia dumbbell germination]) before forming a normal germ tube (Fig. 8). Interestingly, expression of NCU08095 was significantly downregulated in both BM cultures and MSM cultures. 

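The gene cdg (NCU08095), on chromosome I at 240744 to 241840 of NC12, fell on both media. On BM cdg changed by -0.85 ± 0.096 from stage 1 to 2 and by -1.87 ± 0.23 from stage 3 to 4, and on MSM by -1.17 ± 0.096 and -1.54 ± 0.19, in log2 relative to the median gene. The change of cdg from stage 2 to 3 did not pass on BM at -0.54 ± 0.13 or on MSM at -0.24 ± 0.13. The changes of cdg did not differ between the media in any step at a Bonferroni adjusted p below 0.01. The intervals mostly reflect counting error and may not hold the spread among replicates.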

Orthologs of *cdg* were found only in some genomes of Sordariomycetes, Leotiomycetes, and, Eurotiomycetes and were absent in other ascomycetes and yeast genomes—and the ortholog in *Rutstroemia* was annotated as a kynurenine formamidase (Fig. S6).

**FIG 7:**
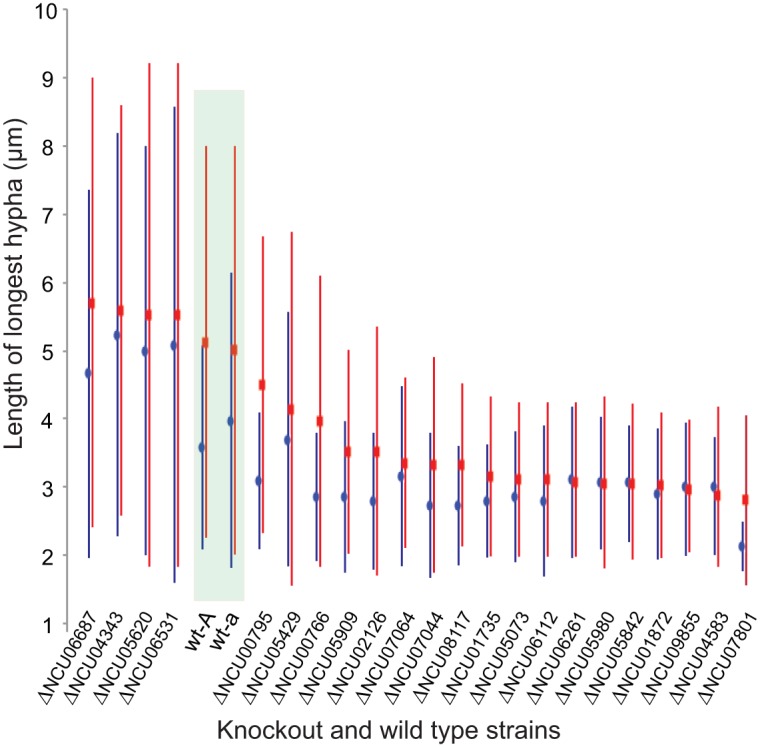
Knockout strains exhibited higher and lower average growth levels at 2 h (blue) and 3 h (red) postinoculation compared with wild-type strains of both A and a mating types (*wt-A* and *wt-a*). Phenotyping was performed on paired knockout and wild-type strains. Measurements of growth were conducted for three replicates of 20 randomly picked conidia for each strain. A high standard deviation value is evident, arising primarily as a consequence of a high variance in the starting time of germination.

**TABLE 1:** Functional annotation for 13 genes that exhibited knockout phenotypes in conidial germination from previous studies^*a*^

Gene ID	Functional annotation at NCBI and FungiDB
NCU00795	Cation transporter
NCU02126	Isovaleryl-CoA dehydrogenase
NCU04343	Ergothioneine-1
NCU04583	Acetyltransferase
NCU05429	Alpha-glucan branching enzyme
NCU05620	Proteasome activator
NCU05980	Carboxypeptidase S1
NCU06112	Glutamate decarboxylase
NCU06261	Uracil phosphoribosyltransferase
NCU06687	Lycogen synthase-1
NCU07044	Metallo-beta-lactamase
NCU07064	l-Galactonate dehydratase
NCU09855	Nicotianamine synthase

a ID, identifier; FungiDB, The Fungal and Oomycete Genomics Resource (81); Isovaleryl-CoA, isovaleryl-coenzyme A.

**FIG 8:**
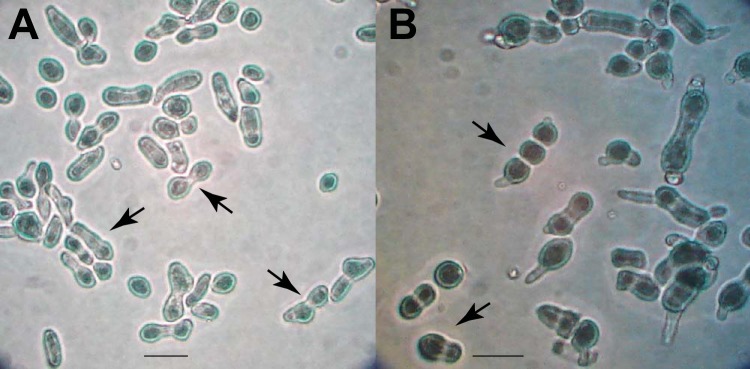
Phenotypes of knockouts of NCU08095 on BM at the stages of (A) polar growth and (B) doubling of the longest axis, exhibiting dumbbell-like conidial extension (arrows) before formation of the germ tube. Images of controls (representing wild-type germination on each medium) are shown in Fig. 1.

10.1128/mBio.00192-19.5 FIG S5 Differential expression of genes that exhibited knockout phenotypes during conidial germination. Download FIG S5, PDF file, 0.1 MB. Copyright © 2019 Wang et al. 2019 Wang et al. This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

10.1128/mBio.00192-19.6 FIG S6 Phylogeny of orthologs of NCU08095, illustrating their presence or absence in genomes of Leotiomycetes, Sordariomycetes, and Eurotiomycetes. Branches with significant support (MrBayes posterior probability value, >0.95) are indicated in bold characters. Download FIG S6, PDF file, 0.1 MB. Copyright © 2019 Wang et al. 2019 Wang et al. This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

## DISCUSSION

In many cases, conidial germination is the critical first step of fungal colonization. We previously reported signatures of gene expression associated with mating type identifiable during asexual reproduction of N. crassa on BM (49). In this study, we investigated the conidial germination process and its responses to different nutritional conditions by profiling transcriptomics across four distinct morphological stages of conidial germination on two different media. Commercial maple sap provides a readily available natural nutrient source enabling investigation of diverse stages of N. crassa development, including conidial germination.

### Fungal spores prepare for flexibility instead of efficiency.

Nutrients represent a major factor influencing the onset of N. crassa colonization, and extended maintenance on a singular formulation of artificial medium is known to lead to degeneration of strains (50–52). Natural environments of N. crassa can be very diverse in terms of carbon level and nitrogen level, and this fungus has often been found to flourish in high-carbon environments, in particular, in the noncharred, sappy, woody remains of plants after forest fires. N. crassa has also been suggested to propagate as a plant endophyte (53); MSM resembles the nutrition accessible to the fungus within the environment of the living plant. While epigenetic regulation based on parent-of-origin expression from fungal species has been reported previously (54–56), our data exhibited no impact of parental nutrient conditions on conidial germination. Although the tested wild-type strains had been maintained on BM for multiple generations, the delayed germination of their conidiospores on BM is evidence that the conidia are equipped with germination surveillance that has evolved calibration toward a more natural environmental setting.

### Genetic associations between development and the metabolism of nutrition.

Our observations are consistent with previous research on the impact of levels of fixed nitrogen on sexual development and further suggest that these effects begin in the very early stages of asexual growth, during conidial germination. Nitrogen, in the form of nitrate, is the primary source of nitrogen nutrition and is often a limiting resource in natural environments (57). Therefore, fungal growth and development on a low-nitrogen natural medium likely represent a good model for most fungal colonization of natural environments. *S*everal standard media have been developed for studying N. crassa (58). Natural media such as carrot medium (59) have also been widely used in fungal research, especially to study pathogens whose growth conditions are challenging to mimic with artificial media (60, 61). While these media are useful for investigating specific stages in *Neurospora* growth and development, they all have limitations with respect to the study of growth stages that require quick changes in nutrients under laboratory conditions. BM and MSM provide different nutrition profiles (see Table S1 in the supplemental material), especially in nitrogen levels and carbon resources. MSM represents one of the likely environments for *Neurospora*, which has been reported to sometimes persist as a plant endophyte (53). Low nitrogen levels in MSM induced the initiation of sexual development even at very early stages of conidial germination, and key regulatory genes in sexual development were activated in MSM cultures (Fig. 3 and 4; see also Fig. S1, S2, and S4). Our results also call for further investigation of the involvement of G-proteins in nitrogen metabolism regulation in N. crassa. Upregulation of *gna-1* on MSM is consistent with previous suggestions indicating an additional function of *gna-1* in sexual development (62). Expression of *gna-1* was downregulated in cultures on BM, where sexual development is repressed. Gpr-5 and Gpr-6 are homologs of Stem1, a transmembrane protein in yeast that signals upon nitrogen starvation (6, 38, 63). Their roles as nitrogen sensors in N. crassa growth and development have not yet been confirmed (64).

Although expression was dynamically regulated in response to available carbon and nitrogen levels in both BM and MSM, the spores appear to take longer to physiologically adapt to BM than to MSM. To illustrate the metabolic responses, consider the expression of *cyn-1* (encoding cyanate lyase, a key enzyme in transforming cyanate as an alternative nitrogen resource), which was upregulated in cultures in nitrogen-poor MSM. Expression of invertase (encoded by *inv*)—which catalyzes degradation of sucrose to glucose—was, conversely, downregulated in glucose-rich BM (Table S2). In fact, two frequent expression patterns were identified on BM: continuous stage-to-stage upregulation and downregulated expression during germ tube formation followed by upregulated expression in subsequent stages. In contrast to these relatively homogeneous expression patterns, which are attributable to the presence of a high number of genes in BM cultures, expression patterns identified in MSM cultures were more multifarious, indicating more intricacy of function and developmental dynamism.

### Response of conidial germination to various environmental factors.

We observed greater upregulation of early light-induced genes (ELIG) in cultures on MSM than on BM. ELIG are controlled by the light-activated white collar complex (WCC) and regulate activities of late light-induced genes (LLIG) in growth, conidiation, and sexual development in N. crassa (47, 65–68). The upregulation of ELIG in MSM cultures is likely associated with boosted sexual development of N. crassa on MSM. Knocking out early light-induced gene NCU01870 yields a female sterile phenotype (68). This gene is expressed in a steady stage-to-stage increase in MSM cultures but is significantly downregulated stage to stage on BM, on which sexual development is inhibited. 

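The gene NCU01870 drifts down on BM and up on MSM, without any step passing the test. On BM its deposited levels were 5.30, 3.16, 1.51 and 1.00 at stages 1 to 4, and on MSM 1.08, 1.00, 1.34 and 1.70. In the first step NCU01870 was at -0.37 ± 0.42 on BM and -0.13 ± 0.52 on MSM, in log2 relative to the median gene. Between stages 2 and 3 it was at -1.48 ± 0.66 on BM and 0.46 ± 0.48 on MSM, and from stage 3 to 4 at -0.30 ± 0.92 and 0.19 ± 0.40. The large SE may mark a gene with few reads, but read tallies were not examined here. With these intervals the change of a single step cannot be told from noise.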

Using MSM helped us to reveal different aspects of gene regulation during the asexual-sexual switch by light-responsive WCC and metabolic pathways, which have been obscured on nitrogen-rich artificial media such as BM.

Our analysis illustrates that with respect to the adaptively tuned decision to engage in asexual or sexual development, metabolic pathways, sensory responses to environmental stimuli, and developmental pathways are tightly associated even early during conidial germination. The asexual-to-sexual switch is an integrative process, linking the asexual and sexual modes of reproduction—modes that respond to nearly opposite environmental attributes (11, 49). In many ascomycetes, asexual reproduction is prolonged by high temperatures and by high levels of nutrition, oxygen, ROS (reactive oxygen species), and light exposure, and sexual reproduction can be induced by low temperature, low levels of nutrition and oxygen, and reduced light intensity (69).

Although our experiment profiled expression only during the very early stages of conidial germination and hyphal extension, genes modulating the asexual-sexual switch showed the presence of regulatory networks that diverged between the two culture conditions. Bayesian networks based on coexpression illustrated that both asexual reproduction regulation and sexual reproduction regulation were highly modular in both BM and MSM cultures. However, nitrate transporters were modular in the expression network inferred from BM cultures, in line with intensive activation of nitrogen intake and metabolism. Multiple interactions between nitrogen metabolism and a similarly modular conidiation pathway suggest coordinated responses of nitrogen metabolism and conidiation to high-nitrogen media such as BM that are associated with the promotion of asexual growth and inhibition of sexual development. The more diffuse organization of these gene interactions could be a consequence or a cause of the more labile balance of the asexual-sexual switch in MSM.

### Complex genetic regulation of conidial germination implied by KO phenotypes.

Genes with critical roles in conidial germination were identified on the basis of comparative transcriptomics and focused knockout phenotyping. Of 23 genes identified for knockout phenotyping, 22 encoded knockout mutants that showed quantitative phenotypes with respect to germination ratio and growth rate. Knocking out NCU08095 (*cdg*) yielded a germination phenotype resembling yeast budding morphology—and this gene is not present in yeast genomes. Morphological transitions from filamentous growth to yeast-form growth have occurred many times in fungal evolution (70), and such physiological transformations are known to be associated with pathogenesis for some fungal species (71, 72).

Interestingly, no knockout strains showed distinct phenotypes on different media, despite differential expression on BM and MSM. One explanation for this homogeneity of knockout phenotypes across environments is that expression differences are largely associated with differential developmental timing on BM and MSM rather than being attributable to operatively different expression programs. In other words, most genes that we chose based on their expression differences between the cultures on different media likely represent quantitative regulators of developmental change, leading to quantitative differences in development pace, rather than qualitative differences in development, between cultures on BM and MSM.

Our results call for greater attention to isoforms of genes and their distinct functions during fungal development. For example, isoforms of the gene *sub-3*, which is essential for sexual reproduction, exhibited 2-fold downregulation when cultured on BM. In contrast, isoforms of *sub-3* exhibited 2.5-fold upregulation when cultured on MSM, on which sexual development can be expected to occur within a week after inoculation.

### Conclusion.

Synchronous metabolic and developmental processes underlying conidial germination, a rapid process that occurs in response to environmental signals, including carbon and nitrogen nutrition as well as light signals, were revealed by transcriptomics analyses performed with synthetic or natural nutrition. Results indicating modularity among elements of early sexual development, asexual growth, and nitrogen metabolism were detected in conidial germination, with a more diffuse set of network interactions in natural medium than in nitrogen-rich laboratory medium. The implication is that a more tentative balance of asexual and sexual development is typical during growth and development of N. crassa colonies in natural environments than has been previously implied by analyses relying on culture in media that suppress activation of the asexual-sexual switch. Nine genes that were previously unannotated with respect to function and that we have now identified as contributing to asexual growth after conidial germination may contribute significantly to modulating this balance and provide targets for future fungal growth control in prevention of pathogen infection, in biochemical fermentation optimization, and in bioenergy generation.

## MATERIALS AND METHODS

### Strains and culture conditions.

Germination studies were performed with N. crassa *mat A* (FGSC2489) macroconidia, harvested from 5-day cultures on solid (2% agar) Bird medium (24). Macroconidia were collected with deionized distilled water containing Tween 20 (0.1%). They were washed with autoclaved distilled water and filtered through a three-layer Mira cloth. Spores (1 × 10^5^) were placed on top of cellophane-covered medium in petri dishes. MSM was composed of maple sap (Vertical; Feronia Forests) with agar (2%). Conidia were incubated on media at 25°C under constant white light, a protocol that avoids the dynamic expression regulation known to arise from changes of light color and intensity (47). Germination was monitored at 0, 15, 60, 120, 180, 240, 300, and 360 min. Cellophane membranes with fungal tissues were collected at 15, 120, 240, and 360 min, when the majority (51% to 92%) of active spores on BM were at one of the following stages and beyond: fresh spores, spores showing evidence of polar growth, spores having doubled their long axis, and spores having commenced their first hyphal branching. The same time points were used for sampling tissues on MSM. Tissue samples were flash frozen in liquid nitrogen and stored at −80°C. All tissues that were collected from multiple plates in one collection process were counted as one biological replicate. Three temporally segregated biological replicates were prepared for each sampled time point on both BM and MSM.

### RNA isolation and preparation.

Total RNA was extracted from homogenized tissue with TRI reagent (Molecular Research Center) as described previously by Clark et al. (73). Preparation of cDNA used N_6_ primers following the Illumina mRNA sequencing sample preparation guide. The quality of the cDNA samples was verified with an Agilent 423 Technologies Bioanalyzer to ensure an insertion size of between 150 to 225 bp and by quantitative PCR (qPCR) (Kapa Biosystems) to ensure an RNA concentration of ≥0.5 ng/μl. Sequencing libraries were produced by the use of the Illumina TruSeq stranded-RNA protocol.

### Data acquisition and analysis.

The 24 libraries (3 replicates per condition) underwent 76-bp paired-end sequencing on an Illumina HiSeq 2500 system at the Yale Center for Genomics Analysis (YCGA). Adapter sequences, empty reads, and low-quality sequences were removed. For each read, we trimmed the first six nucleotides and the last nucleotides at the point where the Phred score of an examined base fell below 20 using in-house scripts. Any read that was less than 45 bp in length after trimming was discarded. The remaining trimmed reads were aligned to the N. crassa OR74A v12 genome (6) using Tophat v.2.0.12 with default settings (74). Only reads that mapped to a single unique location within the genome, with ≤2 mismatches in the anchor region of the spliced alignment, were tallied by alignment to exons using HTSeq v0.6.1p1. We also used HiSat2 and StringTie (54, 75, 76) to perform spliced alignments of the reads against the reference genome. Tallies were statistically analyzed with LOX v1.6 (55), yielding relative gene expression levels across the germination time points. For statements involving the statistical significance of multiple genes, *P* values were determined using conservative Bonferroni adjustment (56). We analyzed the differential expression of 800 genes predicted to have isoforms (http://genome.jgi.doe.gov/Neucr2/) using CuffDiff v 2.2.1 (77). We applied the fragment bias correction and strand-specific parameters, leaving other options at the default settings.

### Knockout strains and phenotype identification.

Knockout strains for more than 9,600 genes (43) were acquired from the Fungal Genetic Stock Center (FGSC; 48); those acquired included deletion cassettes for genes in either or both of the two mating types, *mat A* and *mat a*, that regulate mating and sexual development in heterothallic N. crassa (40). Knockout strains of genes that showed a significant (LOX, *P < *0.01) expression difference in the two stage-to-stage expression wild-type strains and a difference in the direction of expression change under the two medium conditions were examined for altered phenotypes during conidial germination. For each investigated strain, 3,000 to 5,000 conidia were plated onto 90-mm diameter plates and monitored. Strains of genotype *mat A* were assayed when available; otherwise, *mat a* strains were used. Genotype *mat a* strains were also assayed in parallel when *mat A* strains exhibited a distinct phenotype. Wild-type strains were monitored alongside each knockout strain on BM and MSM with three replicates under constant white light at 25°C. Germination and growth rates of 20 conidia picked at random were recorded. The knockout strain for NCU08095 that exhibited a significant morphological phenotype was crossed with the wild-type strain, and cosegregation of the observed phenotype with deletion of the gene in the offspring was verified to ensure that the intended deletion was responsible for the mutant phenotype (30, 61, 78).

### Functional enrichment analyses.

The statistical significance of overrepresentation of gene groups in functional categories relative to the whole genome was quantified by calculating *P* values via the hypergeometric distribution using FungiFun (79). To evaluate each functional category, results indicating whether the genes in each functional category were differentially expressed between stages at a higher frequency than expected were assessed in comparison to the genome (FungiFun’s exact *P*) and were based on background gene sets (FungiFun’s adjusted *P*). To achieve significance, we required both an exact *P* value of *<*0.01 and an adjusted *P* value of *<*0.05. Where appropriate, further functional annotation was carried out via the biochemical pathway and annotation data in the Kyoto Encyclopedia of Genes and Genomes (KEGG; 80). Functional annotations were also obtained from FungiDB (81).

### Bayesian network reconstruction.

Biological networks were modeled using the Bayesian network Web server (82) supplied with conidial germination expression data for each culture condition. Input files contained fold changes reflecting differences between adjacent sample points across the experiment [(*X_t_*_+1_ − *X_t_*)/min(*X_t_*, *X_t_*_+1_)]. Global structure learning settings were retained at default settings. The network models depicted are the 50% majority consensuses of 100 models (edge-selection threshold, 0.5; the 100 highest-scoring networks were averaged), calculated without imposition of any structural constraints.

# Supplementary material for: Metabolism and Development during Conidial Germination in Response to a Carbon-Nitrogen-Rich Synthetic or a Natural Source of Nutrition in Neurospora crassa
**Source:** mBio. 2019 Mar 26;10(2):e00192-19. doi: 10.1128/mBio.00192-19
**Supplement:** TABLE S1

**Supplemental table S1. Major components in Bird medium and maple sap medium.**

| **Bird medium (%)** | **Maple sap* medium (%)** |
| --- | --- |
| Glucose **(1.8%)** | Sucrose **(0.88-0.98%)**  Glucose **(0.006-0.077%)**  Fructose **(0.002-0.004%)** |
| NH_4_Cl **(0.134%)** | Minerals (**ppm**)  Boron **0 - 0.04**  Calcium **36 -10684**  Copper **0.01-2.12**  Iron **0.15 - 1.12**  Potassium **62 - 405**  Magnesium **5 - 30.5**  Manganese **0.25 - 23.77**  Sodium **<0.01**  Phosphorous **1.12-30**  Sulphur **0.47 - 12.54**  Zinc **0.08 - 1.2** |
| K_2_HPO_4_  **(0.174%)** |  |
| MES buffer **(0.48%)** |  |
| K_2_SO_4_ **(0.0174%)** |  |
| NaCl **(0.0058%)** |  |
| MgCl_2_^.^6H_2_O **(0.02%)** |  |
| CaCl_2_^.^2H_2_O **(0.007%)** |  |
| Agar **(2%)** |  |
|  | Agar **(2%)** |

*Deirdre Bruce (2003) Production and quality of sap from the big leaf maple (*Acer macrophyllum* Marsh) on Vancouver Island, British Columbia. Mater Dissertation. Department of Geography, University of British Columbia. pp 1-112.

# Supplementary material for: Metabolism and Development during Conidial Germination in Response to a Carbon-Nitrogen-Rich Synthetic or a Natural Source of Nutrition in Neurospora crassa
**Source:** mBio. 2019 Mar 26;10(2):e00192-19. doi: 10.1128/mBio.00192-19
**Supplement:** TABLE S3

**Supplemental table S3: Functional analyses for selected genes during conidia germination in *N. crassa*.**

**Supplemental table S3A. Functional groups that were significantly (Adjusted p-value <0.05, FungiFun: https://elbe.hki-jena.de/fungifun/) in the functional enrichment analysis for genes classified with stage-specific expression patterns (Kegg).**

| Stages | Patterns | Genes |  | | KEGG pathway enrichment | | |
| --- | --- | --- | --- | --- | --- | --- | --- |
|  |  |  | pathway ID | pathway name | | Adjusted  P-value | genes / category |
| Stage 1 to 2 | Co-up | 710 | \| 900 \| \| --- \| \| 1110 \| \| 910 \| \| 1200 \| \| 10 \| | \| Terpenoid backbone biosynthesis \| \| --- \| \| Biosynthesis of secondary metabolites \| \| Nitrogen metabolism \| \| Carbon metabolism \| \| Glycolysis / Gluconeogenesis \| | | 0.002317  0.0045717  0.0045717  0.006688  0.028425 | \| 8 / 18 \| \| --- \| \| 38 / 273 \| \| 7 / 17 \| \| 18 / 96 \| \| 9 / 37 \| |
|  | Co-down | 3097 | \| 3008 \| \| --- \| \| 3040 \| \| 3020 \| \| 240 \| \| 230 \| \| 3030 \| \| 3013 \| \| 750 \| \| 770 \| | \| Ribosome biogenesis in eukaryotes \| \| --- \| \| Spliceosome \| \| RNA polymerase \| \| Pyrimidine metabolism \| \| Purine metabolism \| \| DNA replication \| \| RNA transport \| \| Vitamin B6 metabolism \| \| Pantothenate and CoA biosynthesis \| | | 9.3163e-12  7.2599e-9  8.4538e-9  0.000018013  0.000064428  0.00049349  0.00084698  0.038179  0.039856 | \| 54 / 65 \| \| --- \| \| 63 / 88 \| \| 26 / 27 \| \| 44 / 64 \| \| 52 / 82 \| \| 24 / 32 \| \| 52 / 88 \| \| 8 / 9 \| \| 12 / 16 \| |
|  | Up-rgulated in MSM*  down-regulated in BM** | 2434 | \| 3010 \| \| --- \| \| 190 \| \| 4145 \| \| 4146 \| \| 3050 \| \| 563 \| \| 4141 \| | \| Ribosome \| \| --- \| \| Oxidative phosphorylation \| \| Phagosome \| \| Peroxisome \| \| Proteasome \| \| (GPI)-anchor biosynthesis \| \| Protein processing in endoplasmic reticulum \| | | 6.7903e-9  1.7091e-7  0.0011933  0.0021885  0.0056037  0.0067919  0.022972 | \| 72 / 107 \| \| --- \| \| 51 / 72 \| \| 25 / 35 \| \| 28 / 42 \| \| 23 / 34 \| \| 13 / 16 \| \| 38 / 69 \| |
|  | down-regulated in MSM  Up-regulated in BM | 194 | None | None | |  | None |
| Stage 2 to 3 | Co-up | 2627 | \| 3050 \| \| --- \| \| 4141 \| \| 190 \| \| 4145 \| \| 513 \| \| 510 \| \| 100 \| \| 563 \| \| 564 \| \| 4144 \| \| 4146 \| \| 3060 \| \| 4140 \| \| 1100 \| \| 900 \| | \| Proteasome \| \| --- \| \| Protein processing in endoplasmic reticulum \| \| Oxidative phosphorylation \| \| Phagosome \| \| Various types of N-glycan biosynthesis \| \| N-Glycan biosynthesis \| \| Steroid biosynthesis \| \| (GPI)-anchor biosynthesis \| \| Glycerophospholipid metabolism \| \| Endocytosis \| \| Peroxisome \| \| Protein export \| \| Regulation of autophagy \| \| Metabolic pathways \| \| Terpenoid backbone biosynthesis \| | | 8.7372e-13  6.7018e-10  1.2218e-9  1.1704e-7  0.000015128  0.000015767  0.00010581  0.00024013  0.00044242  0.00074768  0.0023183  0.0035907  0.020171  0.024604  0.03806 | \| 33 / 34 \| \| --- \| \| 51 / 69 \| \| 52 / 72 \| \| 29 / 35 \| \| 19 / 22 \| \| 23 / 29 \| \| 15 / 17 \| \| 14 / 16 \| \| 24 / 35 \| \| 27 / 42 \| \| 26 / 42 \| \| 12 / 15 \| \| 11 / 15 \| \| 267 / 693 \| \| 12 / 18 \| |
|  | Co-down | 1191 | \| 1230 \| \| --- \| \| 970 \| \| 400 \| \| 3008 \| \| 1210 \| \| 750 \| \| 3020 \| \| 1110 \| \| 1100 \| \| 260 \| \| 250 \| \| 240 \| \| 770 \| \| 290 \| \| 300 \| \| 380 \| \| 230 \| \| 670 \| \| 450 \| \| 330 \| \| 340 \| | \| Biosynthesis of amino acids \| \| --- \| \| Aminoacyl-tRNA biosynthesis \| \| Phenylalanine, tyrosine, tryptophan biosynthesis \| \| Ribosome biogenesis in eukaryotes \| \| 2-Oxocarboxylic acid metabolism \| \| Vitamin B6 metabolism \| \| RNA polymerase \| \| Biosynthesis of secondary metabolites \| \| Metabolic pathways \| \| Glycine, serine and threonine metabolism \| \| Alanine, aspartate and glutamate metabolism \| \| Pyrimidine metabolism \| \| Pantothenate and CoA biosynthesis \| \| Valine, leucine and isoleucine biosynthesis \| \| Lysine biosynthesis \| \| Tryptophan metabolism \| \| Purine metabolism \| \| One carbon pool by folate \| \| Selenocompound metabolism \| \| Arginine and proline metabolism \| \| Histidine metabolism \| | | 5.0785e-11  1.7777E-06  0.000039745  0.000068798  0.000068798  0.00069338  0.00069338  0.0010324  0.0027632  0.0027722  0.0033857  0.0066121  0.0080289  0.0088488  0.017106  0.018323  0.023494  0.024854  0.028204  0.033773  0.044662 | \| 47 / 109 \| \| --- \| \| 20 / 37 \| \| 13 / 21 \| \| 25 / 65 \| \| 16 / 32 \| \| 7 / 9 \| \| 13 / 27 \| \| 64 / 273 \| \| 133 / 693 \| \| 13 / 31 \| \| 12 / 28 \| \| 20 / 64 \| \| 8 / 16 \| \| 7 / 13 \| \| 6 / 11 \| \| 9 / 22 \| \| 22 / 82 \| \| 6 / 12 \| \| 5 / 9 \| \| 11 / 33 \| \| 5 / 10 \| |
|  | Up-rgulated in MSM  Down-regulated in BM | 497 | \| 600 \| \| --- \| \| 740 \| \| 4011 \| \| 4144 \| \| 480 \| \| 4130 \| | \| Sphingolipid metabolism \| \| --- \| \| Riboflavin metabolism \| \| MAPK signaling pathway - yeast \| \| Endocytosis \| \| Glutathione metabolism \| \| SNARE interactions in vesicular transport \| | | 0.0030969  0.044052  0.044052  0.046991  0.046991  0.046991 | \| 5 / 10 \| \| --- \| \| 4 / 12 \| \| 6 / 29 \| \| 7 / 42 \| \| 5 / 23 \| \| 4 / 15 \| |
|  | Down-regulated in MSM  Up-regulated in BM | 2129 | \| 3010 \| \| --- \| \| 3040 \| \| 3030 \| \| 3013 \| \| 3430 \| \| 3015 \| \| 4113 \| \| 270 \| \| 3440 \| \| 4111 \| | \| Ribosome \| \| --- \| \| Spliceosome \| \| DNA replication \| \| RNA transport \| \| Mismatch repair \| \| mRNA surveillance pathway \| \| Meiosis - yeast \| \| Cysteine and methionine metabolism \| \| Homologous recombination \| \| Cell cycle - yeast \| | | 1.9145e-48  2.8198e-7  2.6383E-06  5.5975E-06  0.00011299  0.0011569  0.010356  0.017163  0.026449  0.035572 | \| 104 / 107 \| \| --- \| \| 54 / 88 \| \| 25 / 32 \| \| 51 / 88 \| \| 18 / 23 \| \| 28 / 47 \| \| 28 / 52 \| \| 21 / 37 \| \| 12 / 18 \| \| 33 / 69 \| |
| Stage 3 to 4 | Co-up | 946 | 3050 | Proteasome | | 4.2567e-24 | 31 / 34 |
|  | Co-down | 2307 | \| 3010 \| \| --- \| \| 3008 \| \| 1230 \| \| 1210 \| \| 970 \| \| 3020 \| \| 300 \| \| 230 \| \| 400 \| \| 290 \| \| 240 \| \| 3013 \| \| 330 \| | \| Ribosome \| \| --- \| \| Ribosome biogenesis in eukaryotes \| \| Biosynthesis of amino acids \| \| 2-Oxocarboxylic acid metabolism \| \| Aminoacyl-tRNA biosynthesis \| \| RNA polymerase \| \| Lysine biosynthesis \| \| Purine metabolism \| \| Phenylalanine, tyrosine, tryptophan biosynthesis \| \| Valine, leucine and isoleucine biosynthesis \| \| Pyrimidine metabolism \| \| RNA transport \| \| Arginine and proline metabolism \| | | 9.2851e-40  2.7298e-11  9.5873e-11  7.1604E-06  0.000028323  0.00023531  0.00023531  0.0028709  0.0029748  0.0056949  0.0095512  0.030412  0.03451 | \| 103 / 107 \| \| --- \| \| 52 / 65 \| \| 75 / 109 \| \| 26 / 32 \| \| 28 / 37 \| \| 21 / 27 \| \| 11 / 11 \| \| 46 / 82 \| \| 16 / 21 \| \| 11 / 13 \| \| 36 / 64 \| \| 45 / 88 \| \| 20 / 33 \| |
|  | Up-rgulated in MSM  Down-regulated in BM | 2657 | \| 4011 \| \| --- \| \| 4120 \| \| 563 \| \| 4113 \| \| 4130 \| | \| MAPK signaling pathway - yeast \| \| --- \| \| Ubiquitin mediated proteolysis \| \| (GPI)-anchor biosynthesis \| \| Meiosis - yeast \| \| SNARE interactions in vesicular transport \| | | 0.00099695  0.00099695  0.014736  0.014736  0.024995 | \| 19 / 29 \| \| --- \| \| 28 / 52 \| \| 11 / 16 \| \| 25 / 52 \| \| 10 / 15 \| |
|  | Down-regulated in MSM  Up-regulated in BM | 193 | \| 1100 \| \| --- \| \| 1200 \| \| 920 \| \| 270 \| \| 190 \| \| 20 \| \| 670 \| \| 620 \| \| 1110 \| \| 1230 \| \| 450 \| | \| Metabolic pathways \| \| --- \| \| Carbon metabolism \| \| Sulfur metabolism \| \| Cysteine and methionine metabolism \| \| Oxidative phosphorylation \| \| Citrate cycle (TCA cycle) \| \| One carbon pool by folate \| \| Pyruvate metabolism \| \| Biosynthesis of secondary metabolites \| \| Biosynthesis of amino acids \| \| Selenocompound metabolism \| | | 5.6539E-06  5.6539E-06  0.00011384  0.0035265  0.0049713  0.010284  0.014171  0.014171  0.020115  0.026257  0.037646 | \| 56 / 693 \| \| --- \| \| 18 / 96 \| \| 7 / 17 \| \| 8 / 37 \| \| 11 / 72 \| \| 6 / 26 \| \| 4 / 12 \| \| 6 / 29 \| \| 23 / 273 \| \| 12 / 109 \| \| 3 / 9 \| |
| Not detected | Maple (312) | 221 | None | None | | None | None |
|  | Bird (336) |  |  |  |  |  |  |

* Cultures on Maple Sap Medium.

** Culture on Bird Medium

**Supplemental table S3B. Functional annotations of genes that were identified for the Bayesian Network of asexual-sexual developmental in responses to environmental factors during the conidial germination.**

| Gene name | Gene ID | Annotated functions in *N. crassa* | References |
| --- | --- | --- | --- |
| ***con-8*** | NCU10997 | asexual reproduction of conidia. | [[1]](https://paperpile.com/c/L5vx25/Rp1r) |
| ***con-13*** | NCU07324 | asexual reproduction of conidia. | [[2]](https://paperpile.com/c/L5vx25/pP9j) |
|  |  |  |  |
| ***cot-1*** | NCU07296 | cell elongation and branching, stress response. | [[3–5]](https://paperpile.com/c/L5vx25/ka8p+iHky+BKpl) |
| ***cot-2*** | NCU04189 | hyphal elongation and branching. | [[6]](https://paperpile.com/c/L5vx25/7r3q) |
| ***cot-3*** | NCU07700 | hyphal elongation and branching. | [[7]](https://paperpile.com/c/L5vx25/tyZ0) |
| ***cot-4*** | NCU03804 | hyphal elongation and branching. | [[6]](https://paperpile.com/c/L5vx25/7r3q) |
| ***cot-5*** | NCU03503 | hyphal elongation and branching. | [[6]](https://paperpile.com/c/L5vx25/7r3q) |
|  |  |  |  |
| ***nit-3*** | NCU05298 | nitrate reductase, nitrogen metabolism. | [[7–9]](https://paperpile.com/c/L5vx25/tyZ0+dybx+HtzB) |
| ***nit-6*** | NCU04720 | nitrate reductase, light-responsive nitrogen metabolism. | [[10–12]](https://paperpile.com/c/L5vx25/9R1l+KfUu+tLWE) |
| ***nit-10*** | NCU07205 | nitrate reductase, nitrogen metabolism. | [[11]](https://paperpile.com/c/L5vx25/KfUu) |
|  |  |  |  |
| ***nop-1*** | NCU10055 | potential green-light sensor, involved in the initiation of perithecia, probably also involved in asexual reproduction of conidia. | [[13–15]](https://paperpile.com/c/L5vx25/iZZe+mhTY+HSZT) |
| ***phy-2*** | NCU05790 | potential red-light sensor, involved in the initiation of perithecia, probably also involved in asexual reproduction of conidia. | [[16–18]](https://paperpile.com/c/L5vx25/bRPb+Gbzq+UV9S) |
|  |  |  |  |
| ***per-1*** | NCU03584 | polyketide synthase, required for female development, involved in melanization of the perithecia. | [[19–21]](https://paperpile.com/c/L5vx25/MLDX+DWhh+etOn) |
| ***pp-1*** | NCU00340 | transcription factor, essential for mating and initiation of perithecia, contribute to vegetative growth. | [[22]](https://paperpile.com/c/L5vx25/EgRx) |
| ***sd*** | NCU07823 | Scytalone dehydratase, involved in melanin synthesis, perithecial pigmentation and seuxal development | [[23]](https://paperpile.com/c/L5vx25/5m6Z) |
| ***tnr-1*** | NCU09390 | terrahydroxynaphthalene reductase-1, involved in melanin synthesis, perithecial pigmentation and seuxal development | [[23]](https://paperpile.com/c/L5vx25/5m6Z) |

1. [Roberts AN, Yanofsky C. Genes expressed during conidiation in Neurospora crassa: characterization of con-8. Nucleic Acids Res. 1989;17: 197–214.](http://paperpile.com/b/L5vx25/Rp1r)

2. [Hager KM, Yanofsky C. Genes expressed during conidiation in Neurospora crassa: molecular characterization of con-13. Gene. 1990;96: 153–159.](http://paperpile.com/b/L5vx25/pP9j)

3. [Ziv C, Kra-Oz G, Gorovits R, März S, Seiler S, Yarden O. Cell elongation and branching are regulated by differential phosphorylation states of the nuclear Dbf2-related kinase COT1 in Neurospora crassa. Mol Microbiol. 2009;74: 974–989.](http://paperpile.com/b/L5vx25/ka8p)

4. [Gorovits R, Yarden O. Environmental suppression of Neurospora crassa cot-1 hyperbranching: a link between COT1 kinase and stress sensing. Eukaryot Cell. 2003;2: 699–707.](http://paperpile.com/b/L5vx25/iHky)

5. [Herold I, Yarden O. Regulation of Neurospora crassa cell wall remodeling via the cot-1 pathway is mediated by gul-1. Curr Genet. 2017;63: 145–159.](http://paperpile.com/b/L5vx25/BKpl)

6. [Resheat-Eini Z, Zelter A, Gorovits R, Read ND, Yarden O. The Neurospora crassa colonial temperature sensitive 2, 4 and 5 (cot-2, cot-4 and cot-5) genes encode regulatory and structural proteins required for hyphal elongation and branching. Fungal Genet Rep. 2008;55: 32–36.](http://paperpile.com/b/L5vx25/7r3q)

7. [Propheta O, Vierula J, Toporowski P, Gorovits R, Yarden O. The Neurospora crassa colonial temperature-sensitive 3 (cot-3) gene encodes protein elongation factor 2. Mol Gen Genet. 2001;264: 894–901.](http://paperpile.com/b/L5vx25/tyZ0)

8. [Tao Y, Marzluf GA. Analysis of a distal cluster of binding elements and other unusual features of the promoter of the highly regulated nit-3 gene of Neurospora crassa. Biochemistry. 1998;37: 11136–11142.](http://paperpile.com/b/L5vx25/dybx)

9. [Chiang TY, Marzluf GA. Binding affinity and functional significance of NIT2 and NIT4 binding sites in the promoter of the highly regulated nit-3 gene, which encodes nitrate reductase in Neurospora crassa. J Bacteriol. 1995;177: 6093–6099.](http://paperpile.com/b/L5vx25/HtzB)

10. [Colandene JD, Garrett RH. Functional dissection and site-directed mutagenesis of the structural gene for NAD(P)H-nitrite reductase in Neurospora crassa. J Biol Chem. 1996;271: 24096–24104.](http://paperpile.com/b/L5vx25/9R1l)

11. [Gao-Rubinelli F, Marzluf GA. Identification and characterization of a nitrate transporter gene in Neurospora crassa. Biochem Genet. 2004;42: 21–34.](http://paperpile.com/b/L5vx25/KfUu)

12. [Fillipovich SI, Bachurina GP, Kritskiĭ MS. [A study of the nitrate and nitrite discharge from the mutant cells of Neurospora crassa lacking nitrate and nitrite reductase activities]. Prikl Biokhim Mikrobiol. 2007;43: 331–337.](http://paperpile.com/b/L5vx25/tLWE)

13. [Bieszke JA, Li L, Borkovich KA. The fungal opsin gene nop-1 is negatively-regulated by a component of the blue light sensing pathway and influences conidiation-specific gene expression in Neurospora crassa. Curr Genet. 2007;52: 149–157.](http://paperpile.com/b/L5vx25/iZZe)

14. [Bieszke JA, Braun EL, Bean LE, Kang S, Natvig DO, Borkovich KA. The nop-1 gene of Neurospora crassa encodes a seven transmembrane helix retinal-binding protein homologous to archaeal rhodopsins. Proc Natl Acad Sci U S A. 1999;96: 8034–8039.](http://paperpile.com/b/L5vx25/mhTY)

15. [Wang Z, Wang J, Li N, Li J, Trail F, Dunlap JC, et al. Light sensing by opsins and fungal ecology: NOP-1 modulates entry into sexual reproduction in response to environmental cues. Mol Ecol. 2018;27: 216–232.](http://paperpile.com/b/L5vx25/HSZT)

16. [Froehlich AC, Noh B, Vierstra RD, Loros J, Dunlap JC. Genetic and molecular analysis of phytochromes from the filamentous fungus Neurospora crassa. Eukaryot Cell. 2005;4: 2140–2152.](http://paperpile.com/b/L5vx25/bRPb)

17. [Olmedo M, Ruger-Herreros C, Luque EM, Corrochano LM. A complex photoreceptor system mediates the regulation by light of the conidiation genes con-10 and con-6 in Neurospora crassa. Fungal Genet Biol. 2010;47: 352–363.](http://paperpile.com/b/L5vx25/Gbzq)

18. [Wang Z, Li N, Li J, Dunlap JC, Trail F, Townsend JP. The Fast-Evolving phy-2 Gene Modulates Sexual Development in Response to Light in the Model Fungus Neurospora crassa. MBio. 2016;7: e02148.](http://paperpile.com/b/L5vx25/UV9S)

19. [Chinnici JL, Fu C, Caccamise LM, Arnold JW, Free SJ. Neurospora crassa female development requires the PACC and other signal transduction pathways, transcription factors, chromatin remodeling, cell-to-cell fusion, and autophagy. PLoS One. 2014;9: e110603.](http://paperpile.com/b/L5vx25/MLDX)

20. [Howe HB Jr, Benson EW. A perithecial color mutant of Neurospora crassa. Mol Gen Genet. 1974;131: 79–83.](http://paperpile.com/b/L5vx25/DWhh)

21. [McCluskey K, Wiest AE, Grigoriev IV, Lipzen A, Martin J, Schackwitz W, et al. Rediscovery by Whole Genome Sequencing: Classical Mutations and Genome Polymorphisms in Neurospora crassa. G3 . 2011;1: 303–316.](http://paperpile.com/b/L5vx25/etOn)

22. [Li D, Bobrowicz P, Wilkinson HH, Ebbole DJ. A mitogen-activated protein kinase pathway essential for mating and contributing to vegetative growth in Neurospora crassa. Genetics. 2005;170: 1091–1104.](http://paperpile.com/b/L5vx25/EgRx)

23. [Ao J, Bandyopadhyay S, Free SJ. Characterization of the Neurospora crassa DHN melanin biosynthetic pathway in developing ascospores and peridium cells. Fungal Biol. 2018; doi:](http://paperpile.com/b/L5vx25/5m6Z)[10.1016/j.funbio.2018.10.005](http://dx.doi.org/10.1016/j.funbio.2018.10.005)

How the deposited data were processed for this re-analysis (not part of the article)

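RNA was measured in 24 libraries of N. crassa conidia germinating on BM and MSM, with 3 biological replicates at each of 4 stages on each medium. The authors trimmed the reads, aligned them with TopHat2 2.0.12, tallied uniquely mapped reads over exons with HTSeq 0.6.1p1 and combined the tallies of the 3 replicates with LOX 1.6. The deposited values are ratios: for each gene and medium, the authors' LOX fit gives the level at each stage relative to the gene's lowest stage, so that the lowest stage is 1, together with the distances to the lower and upper 95% bounds. Levels are relative within a gene and a medium and cannot be compared between genes or between the 2 media. A level of 0 stands where no level was estimated. Values per library, read tallies and probabilities of the LOX fit were not analysed here.

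Each table lists 9730 genes, and 9729 of their identifiers were found in the gene reference, which gives a symbol to 1118. The columns were assigned to stages 1 to 4 in the order of their names. The part of Table S2B used here holds its first 1753 genes. Its changes on BM less the deposited changes were compared with the log2 ratios of the mean mapped reads of the stages in Table S2A, over all 24 orders of the groups of libraries. Of these orders 2 matched within 0.01 in log2, the stated order of stages and that with stages 1 and 3 exchanged, whose mean depths on BM are nearly equal.

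The log2 level of a gene was given an SE from its interval, the width on the log2 scale divided by the width of a standard normal 95% interval. Median mapped reads of the 3 libraries of stages 1 to 4 were 75100534, 63461709, 87188795 and 69094577 on BM and 70523716, 68099658, 66548080 and 64413676 on MSM. Levels whose value or lower bound was not above 0 were left out. The median SE of a log2 level was 0.0212 on BM and 0.0193 on MSM. Consecutive stages were compared within each medium, in 6 comparisons, by a two-sided z test of the log2 ratio, and the media by a two-sided z test of the change on MSM less that on BM. A gene was called at a Bonferroni adjusted p below 0.01 over the genes tested in the comparison. Stages were taken as independent, and the intervals may not hold all of the spread among replicates. Differences of more than 5-fold were counted at an unadjusted p below 0.05. Changes were also expressed relative to the median gene of the comparison. Gene lists were compared with all other tested genes by two-sided Fisher's exact tests, with Benjamini-Hochberg adjustment over 408 tests of 34 lists, 6 comparisons and 2 directions. Part of these lists were fixed beforehand and part were picked after values had been seen, and the adjustment runs over both. Genes of a list are not independent replicates. For lists fixed beforehand, calls adjusted over the list alone are given as well.

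The genes named were fixed by a rule set before the data were examined. It covers every gene the paper names by identifier or by a symbol found in the reference. It adds the 10 higher and 10 lower genes with the largest bound nearest 0 of their log2 change from stage 1 to 2 on each medium and the 5 higher and 5 lower genes of each later step. For the difference between the media from stage 1 to 2 it adds 10 genes in each direction among those called with opposite signs, and for each gene list up to 4 members with the largest changes in the comparison described. Apart from the genes of the paper and of lists, only genes with a symbol were ranked. In all 374 genes fall under it, and genes outside it are marked where they are named.

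Alternatives set beforehand were Benjamini-Hochberg adjustment at 0.05, a change of at least 2-fold, centring on the median gene, only genes with a log2 SE under 0.25, SE multiplied by 3, more than 10-fold in place of 5-fold, a Bonferroni adjusted p for that count and a background of genes with a symbol. Added later were an unadjusted p below 0.01, BM changes on the scale of Table S2B, the same with MSM levels divided by mean mapped reads, and intervals above 0 at every stage as the definition of a detected gene.

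The z test was tested on simulated data made from the intervals of the first step on each medium, with 200 changed genes among 8974 on BM and 9026 on MSM. Without a common shift it recovered 66% of 50 genes changed 1.2-fold, 88% at 1.5-fold, 86% at 2-fold and 96% at 4-fold on BM, and 68%, 92%, 92% and 98% on MSM. With a common shift of all genes and centring it recovered 68%, 86%, 88% and 96% on BM. No unchanged gene was called in these runs, which assume that the intervals hold the whole error.

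Python 3.11.15 was used with numpy 2.4.6, pandas 2.3.3, SciPy 1.17.1 and matplotlib 3.10.9. Of the lists set beforehand, 14 that rest on product names could not be matched, because the reference gives no product names, and are not reported. Networks, phenotypes, comparisons at single time points between the media and transcript isoforms were not analysed here.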

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

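The tests of technical explanations in this part were chosen only after the results they concern had been seen. The test of the difference between the media had been set beforehand.

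Whether a gene changed differently on BM and MSM was tested itself, as the difference of its 2 log2 changes with an SE from all 4 intervals, and a difference past the threshold is what singled out each result in this part. It passed for 6272 genes from stage 1 to 2, for 6267 from stage 2 to 3 and for 6209 from stage 3 to 4. With SE multiplied by 3 the numbers were 3913, 3963 and 3572.

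Among genes with a symbol that were called in opposite directions from stage 1 to 2, 10 genes rose on MSM and fell on BM with the largest differences. The deposited log2 change on MSM less that on BM was 4.61 for tob55, 3.81 for gsy-1, 3.77 for fbp-1, 3.63 for egt-1, 3.51 for gpi-1, 3.40 for sod-1, 3.32 for acu-9, 3.34 for pex11, 3.27 for erp38 and 3.85 for con-13. These genes serve glycogen synthesis (gsy-1), gluconeogenesis and glycolysis (fbp-1 and gpi-1), the glyoxylate cycle (acu-9), peroxisomes (pex11), mitochondrial protein import (tob55), protein folding (erp38) and protection from oxidants (sod-1 and egt-1). In the opposite direction the difference was -6.24 for aod-3, -2.61 for ecd-1, -1.76 for aod-1, -1.59 for nik-2, -1.52 for fld, -1.37 for nox-2, -1.30 for ad-3A, -1.19 for his-6, -0.96 for gh7-1 and -0.91 for cpc-3. Alternative respiration (aod-1 and aod-3), the NADPH oxidase gene nox-2, the histidine kinase gene nik-2 and biosynthesis of adenine and histidine (ad-3A and his-6) are among them. The median difference of all genes in this step was 0.42, and all 20 genes keep opposite directions relative to the median gene of each medium. Genes ranked by the size of this difference would be hard to turn by such a shift, so no conclusion on the scale is drawn from them.

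On BM most calls of each step went 1 way, with 88.3% of the called genes lower from stage 1 to 2, 24.9% from stage 2 to 3 and 83.9% from stage 3 to 4 as deposited. With SE multiplied by 3, 92.4% of the called genes were still lower in the first step. Multiplying every SE turns no sign and only drops calls, so this cannot decide whether intervals that are too narrow contribute. A few abundant genes that take up reads would leave the surplus in place after division by library size, but on the scale of Table S2B 50.4% were lower in the first step and 47.5% in the middle step, while 60.2% in the last step leave this explanation open there. The changes in Table S2B differ from the deposited changes by a nearly constant offset in each step. With its sign turned, this offset equals the log2 ratio of the mean mapped reads of the stages to within 0.000305. The deposited BM changes of the genes compared thus carry the change in mean depth between stages. Missing division by library size fits the surplus in the first 2 steps, while in the last step 60.2% were still lower on the scale of Table S2B. A change in the total RNA of the cell between stages was not tested and is not visible in relative levels.

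In the first step 1925 genes were called higher on MSM and lower on BM and 138 the reverse, a ratio of 13.9. Whether the scale of the MSM table contributes stays open, since the mean mapped reads of stages 1 and 2 on MSM differ by only 0.0137 in log2, and dividing by them moved the ratio by a factor of 0.936. The scale of the BM table may explain the imbalance of this step, as the ratio was 0.929 on the scale of Table S2B. From stage 3 to 4 the ratio was 14.6 as deposited and 0.677 relative to the median gene. On the scale of Table S2B it was 2.44 there, and 5.14 with MSM per mapped read as well. In that step the scale of Table S2B thus leaves part of the imbalance. Of the 1925 genes, 693 keep opposite directions relative to the median gene and 478 become higher on both media. The scale thus bears on the imbalance and not on every gene, and the effect of the medium on those that keep their directions stays open as a biological explanation.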

How the results depend on the processing

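The scale of Table S2B, the unadjusted p and the stricter definition of a detected gene were chosen only after the values had been seen, and the other settings beforehand. In all, 32 counts and 312 changes of single genes were recomputed. A count was taken as kept when it stayed within 1.5 times the reported count. With a change of at least 2-fold as a further condition, BM had 1127 lower and 84 higher, 423 lower and 1648 higher and 462 lower and 137 higher genes in the 3 steps, and MSM 789 lower and 1044 higher, 508 lower and 480 higher and 557 lower and 698 higher. The same condition left 98, 41 and 53 genes with opposite calls, 2112, 2152 and 1607 genes that differ between the media, and 21 enrichments. With SE multiplied by 3, BM had 301 higher genes from stage 1 to 2, 1096 lower from stage 2 to 3 and 2977 lower and 470 higher from stage 3 to 4. MSM then had 2189 higher, 1844 lower and 1867 higher and 1489 lower and 2510 higher genes. Opposite calls fell to 809, 962 and 802 genes and differences between the media to 3913, 3963 and 3572. More than 10-fold left 221 genes that differ between the media, and a log2 SE under 0.25 left 467. With Benjamini-Hochberg adjustment 1107 genes were higher from stage 1 to 2 on BM. A stricter or looser condition shows the cause of these shifts by its construction. Taken relative to the median gene, BM had 2789 lower and 2698 higher, 3176 lower and 3131 higher and 2409 lower and 2764 higher genes. On the scale of Table S2B it had 2771 lower and 2728 higher, 2994 lower and 3315 higher and 3139 lower and 2079 higher, and the same numbers when MSM was also divided by mapped reads. Under that last setting MSM had 1540 lower and 5037 higher genes from stage 3 to 4. These settings take a constant off each change, which turns over changes smaller than that constant, and beyond this the cause was not tested. Single genes with a reversed sign were all on BM, and each is given relative to the median gene and then on the scale of Table S2B. In the first step they were pp-1 at 0.034 and 0.037, cot-5 at 0.37 and 0.37, ylo-1 at 0.18 and 0.19, cot-2 at 0.033 and 0.036, nit-10 at 0.18 and 0.18, cot-1 at 0.11 and 0.11 and cot-3 at 0.098 and 0.10. In the middle step they were al-1 at -0.40 and -0.36, cot-2 at -0.40 and -0.36, gpr-4 at -0.31 and -0.27, gna-1 at -0.32 and -0.28, cot-1 at -0.22 and -0.18 and cot-3 at -0.17 and -0.13. In the last step they were pp-1 at 0.30 and 0.21, cot-4 at 0.18 and 0.095, cot-1 at 0.11 and 0.023 and cot-3 at 0.19 and 0.11. The other gene changes kept their sign: relative to the median gene 286 kept their side of the threshold, 5 no longer passed and 4 newly passed. On the scale of Table S2B these numbers were 129, 4 and 4. With SE multiplied by 3, 271 kept their side and 41 no longer passed. Counts within and beyond 1.5 times were 0 and 19 for 2-fold, 4 and 15 for SE multiplied by 3, 17 and 1 for Benjamini-Hochberg, 18 and 1 for a log2 SE under 0.25, 18 and 12 relative to the median gene and 18 and 0 at an unadjusted p below 0.01. They were 21 and 9 on the scale of Table S2B and 13 and 6 with MSM per mapped read as well. A Bonferroni adjusted p for the 5-fold count, a background of genes with a symbol for the enrichments and the stricter definition of a detected gene kept their counts within 1.5 times. No paired analysis was possible because the deposited values pool the 3 replicates of each stage, with no value per library. For the same reason leaving out a replicate, a block for the replicate, edgeR against DESeq2, a filter on low counts and other splits of the libraries were not run. The probabilities of the authors' LOX fit were not run either, since none were in the values used here. The mean depth of the stages bears on the BM counts through the offsets between Table S2B and the deposited changes. Among single genes, idler and NCU01870 have intervals too wide for any step that could be tested to pass.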

Differences from the paper's values

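The settings with BM on the scale of Table S2B, with MSM per mapped read and with an unadjusted p were chosen only after the values had been seen.

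For the genes lower between the first 2 stages, the paper's count is 1818 at a Bonferroni adjusted p below 0.01, in a sentence of the results that names no medium. At the same threshold, with the z test in place of the authors' test, 5493 genes were lower on BM and 3165 on MSM. Of the alternatives set before the data were examined, none brings the BM count within 1.5 times of the paper's: 6327 with Benjamini-Hochberg adjustment, 1127 with at least 2-fold, 2789 relative to the median gene, 5453 with a log2 SE under 0.25 and 3666 with SE multiplied by 3. For MSM only SE multiplied by 3 does so, with 2210 genes, while Benjamini-Hochberg adjustment gives 3732, 2-fold 789, the change relative to the median gene 3250 and the log2 SE under 0.25 3126. The count of genes lower on both media, 2696, lies within 1.5 times of the paper's 1818, and so do 1640 relative to the median gene, 2685 with a log2 SE under 0.25 and 1759 with SE multiplied by 3. With BM on the scale of Table S2B it is 1603, and 1617 with MSM per mapped read as well, both within 1.5 times and chosen after seeing the values. Outside 1.5 times lie 3212 with Benjamini-Hochberg adjustment, 336 with at least 2-fold and 3093 at an unadjusted p below 0.01. The paper's Table S3A itself gives 3097 genes lower on both media in this step. How many of the paper's own called genes each setting drops was not analysed here. The class counts of Table S3A, such as the paper's 710 genes higher on both media against 516 here, all lie within 1.5 times as deposited. An unadjusted p below 0.01, chosen after seeing the values, gives 707. In the same step the paper has 2434 genes higher on MSM and lower on BM and 194 the reverse, and this p gives 2426 and 192. With BM on the scale of Table S2B, also chosen afterwards, these classes hold 732 and 788 genes. The paper's opposite classes of this step thus lie nearer to the counts as deposited.

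The paper reports 195 genes with differences of more than 5-fold between the media at P below 0.05, in comparisons of similar time points or across germination. With these thresholds on the difference of the log2 changes of any step, 754 genes passed. Only more than 10-fold, with 221 genes, comes within 1.5 times among the alternatives set before the data were examined. A Bonferroni adjusted p gives 581, the change relative to the median gene 618, a log2 SE under 0.25 467 and SE multiplied by 3 543. Comparisons between the media at a single time point are not part of the count, because the 2 tables have no common reference.

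The paper gives a nearly 70-fold drop of inv on BM before germ tubes appear, whereas the deposited levels of stages 1 and 2 give 4.33-fold. The fall of inv from stage 1 to 4 on BM is 68.8-fold. The smallest fold of a carotenoid gene on MSM is 2 in the paper and 1.27 here, for cao-2 between its lowest and highest stages. No alternative set before the data were examined applies to these folds, which are ratios of deposited levels. For nit-10, NCU02361 and nit-6 on MSM the folds lie within 1.5 times of the paper's.

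Among G protein genes the paper states that gpr-6 fell on BM together with gpr-5 and gna-3. From stage 2 to 3 on BM gpr-6 was called higher, at 0.07 relative to the median gene and 0.48 as deposited. Its fall in the last step and its deposited change of -0.99 from stage 1 to 4 go with the statement, as do the falls of gpr-5 and gna-3 in the middle step. The paper states that tah-4 rose on BM as well as on MSM. Between stages 1 and 2 on BM its deposited change of -0.68 was called lower, while the rise from stage 2 to 3 on BM and all 3 rises on MSM go with the statement. The paper states that NCU01870 fell from stage to stage on BM and rose steadily on MSM, but no step of this gene passed on either medium, and on MSM its level was lower at stage 2 (1.00) than at stage 1 (1.08). In Fig. 4A ylo-1 is drawn on BM at the bottom of the axis, while its deposited levels at the 4 stages were 1.14, 1.00, 2.03 and 2.08.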

Other observations

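The gene lists of the proteasome, vacuolar ATPase, peroxisome, TCA cycle, COP9 signalosome, heat shock proteins and mitochondrial import were chosen only after values had been seen, and the lists of purine and pyrimidine synthesis, ribosomal proteins and conidial genes beforehand. Genes of protein turnover and vacuolar acidification rose during germination on MSM. Of 17 proteasome regulatory particle genes, MSM had 16 higher and 1 lower, 16 higher and 1 lower and 16 higher and 1 lower in the 3 steps, and the same numbers relative to the median gene. Their median change from stage 1 to 4 was 3.11 on MSM and 1.50 on BM as deposited, against 0.13 and -0.30 for all genes. The 13 vacuolar ATPase genes had 10 higher and 2 lower, 12 higher and 0 lower and 13 higher and 0 lower on MSM, with the same numbers relative to the median gene. Their median change from stage 1 to 4 was 2.61 on MSM and 0.94 on BM. All 7 COP9 signalosome genes were higher at stage 4 than at stage 1 on MSM, and on BM 4 were higher and 3 lower as deposited, but 6 higher and 0 lower relative to the median gene. The transcription factor gene rpn-4 is the exception in the proteasome list and fell in every step, by -0.85 ± 0.0058, -2.54 ± 0.014 and -0.82 ± 0.023 on BM and -1.08 ± 0.0086, -1.65 ± 0.018 and -1.54 ± 0.032 on MSM, in log2 relative to the median gene.

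Organelle genes followed different schedules on the 2 media. Of 20 peroxisome genes, 17 were lower on BM from stage 1 to 2 as deposited and 11 relative to the median gene, while 17 were higher on MSM and 16 relative to the median gene. Of 16 TCA cycle genes, 16 rose from stage 2 to 3 on BM, and 11 relative to the median gene with q = 0.043 by Fisher's exact test. This q is descriptive, as the list was picked after values had been seen. In the last step on BM 15 were higher relative to the median gene but 5 as deposited, where 7 were lower. On MSM 13 TCA cycle genes had risen in the first step, and 13 were lower relative to the median gene in the last (9 as deposited). The 21 mitochondrial import genes had 1 lower and 20 higher from stage 2 to 3 on BM and 17 lower and 3 higher on MSM, and relative to the median gene 4 lower and 16 higher and 17 lower and 4 higher. Of 10 heat shock protein genes 9 rose from stage 1 to 2 on MSM and 7 fell in the next step, while 9 rose from stage 2 to 3 on BM.

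Genes of nucleotide synthesis and of the ribosome fell on MSM late in germination. The 8 purine and pyrimidine synthesis genes had 8 lower and 0 higher genes (the same when adjusted over the list alone) from stage 3 to 4 on MSM, with a median of -1.81 in log2 relative to that of all genes and q = 0.0018 by Fisher's exact test for lower genes relative to the median gene. On BM the same list had 6 lower and 2 higher genes (the same when adjusted over the list alone) in that step. The 7 cytosolic ribosomal protein genes had 7 lower and 0 higher genes (the same when adjusted over the list alone) on MSM from stage 3 to 4, with a median of -1.42 relative to all genes and q = 0.0046 by Fisher's exact test. On BM they had 7 lower and 0 higher genes (the same when adjusted over the list alone) in that step as deposited, but 7 higher and 0 lower relative to the median gene, so their direction on BM turns with the scaling. Of 14 conidial genes, BM had 10 lower and 1 higher genes (the same when adjusted over the list alone) from stage 3 to 4 and 10 lower and 2 higher relative to the median gene, with q = 0.0058 by Fisher's exact test, but q = 0.57 as deposited and q = 0.052 on the scale of Table S2B. The hydrophobin gene eas was at -2.40 ± 0.0060, 1.03 ± 0.0064 and -2.16 ± 0.0078 in the 3 steps on BM, and ccg-13 fell by 3.09 ± 0.081 in the last step.

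Other genes stood out by the size of their change. From stage 2 to 3 on BM the protein kinase A gene pkac-1 rose by 3.00 ± 0.059 and gst-2 was at -4.04 ± 0.015, in log2 relative to the median gene. In the last step on BM the cell fusion gene Prm1 rose by 3.32 ± 0.037. On MSM fdh, which had fallen in the first step, rose by 4.51 ± 0.024 from stage 3 to 4, and the receptor genes gpr-3 and gpr-2 by 2.53 ± 0.036 and 2.23 ± 0.095.

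A hypothesis that the rise of the proteasome from stage 3 to 4 does not depend on how the tables are scaled was tested with a bound written before that result was seen, although the genes' class in Table S3A had been seen. Of the 17 regulatory particle genes, 94.1% were called higher on both media relative to the median gene, all except rpn-4. The median change of all genes in this step was -0.30 on BM and 0.15 on MSM. Centring thus raised every BM change and could not have removed a rise there, so on BM it cannot decide. On MSM centring lowered every change and the rise remained, which argues against the common shift of that table as its cause. On BM the excess of higher genes in that step had q = 4.6e-06 by Fisher's exact test relative to the median gene. This q is descriptive, since the list was picked after values had been seen. Stage-dependent demand for protein turnover may underlie the rise, but it was not tested separately from other changes between stages 3 and 4.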
